# TIP60/KAT5 is required for neuronal viability in hippocampal CA1

**DOI:** 10.1038/s41598-019-50927-1

**Published:** 2019-11-07

**Authors:** Inga Urban, Cemil Kerimoglu, M. Sadman Sakib, Haifang Wang, Eva Benito, Christina Thaller, Xunlei Zhou, Jun Yan, André Fischer, Gregor Eichele

**Keywords:** Epigenetics, Cell death in the nervous system, Epigenetics in the nervous system

## Abstract

Aberrant histone acetylation contributes to age-dependent cognitive decline and neurodegenerative diseases. We analyze the function of lysine acetyltransferase TIP60/KAT5 in neurons of the hippocampus using an inducible mouse model. TIP60-deficiency in the adult forebrain leads within days to extensive transcriptional dysfunction characterized by the presence of a neurodegeneration-related signature in CA1. Cell cycle- and immunity-related genes are upregulated while learning- and neuronal plasticity-related genes are downregulated. The dysregulated genes seen under TIP60-deficiency overlap with those in the well-characterized CK-p25 neurodegeneration model. We found that H4K12 is hypoacetylated at the transcriptional start sites of those genes whose expression is dampened in TIP60-deficient mice. Transcriptional dysregulation is followed over a period of weeks by activation of Caspase 3 and fragmentation of β-actin in CA1 neurites, eventually leading to severe neuronal loss. TIP60-deficient mice also develop mild memory impairment. These phenotypes point to a central role of TIP60 in transcriptional networks that are critical for neuronal viability.

## Introduction

Lysine acetylation is a posttranslational modification, which regulates diverse protein characteristics, including stability, subcellular localization, catalytic activity and protein interactions. Acetylation is carried out by lysine acetyltransferases (KATs) and counteracted by lysine deacetylases (KDACs). Acetylation of histones positively correlates with transcription^1–4^ and is involved in the encoding of new memories in neurons^5–8^. Deregulation of histone acetylation, for example hypoacetylated histone H4 at lysine 12 (H4K12ac), has been implicated in impaired synaptic plasticity, dementia and neurodegenerative disorders^4,9–12^. KATs are grouped into GNAT, p300/CBP and MYST families^13^. We recently compared the expression of all KATs in the hippocampal CA1 region in adult mice^14^ and found *Kat2a*/*Gcn5* and *Kat5*/*Tip60* as the two most strongly expressed KATs in this brain region. Loss of GCN5 from neurons of the adult forebrain led to specific memory impairment in mice and was also linked to the regulation of neuroactive ligand-receptor signaling associated gene expression programs^14^. The second most strongly expressed KAT, *Tip60*, was discovered as a TAT-interactive protein 60 kDa (TIP60) and is a MYST family member, characterized by a 300 amino acid MYST domain that comprises an acetyl-CoA binding catalytic domain and a zinc finger^15^. TIP60 is the catalytic subunit of the evolutionarily conserved NuA4 complex^16^. This complex has been implicated in multiple cellular processes, including DNA damage repair, apoptosis, mitosis and cancer^17–20^. Histone H4 is a major TIP60 substrate^17^. In addition to histones, TIP60 acetylates transcription factors and also functions as coactivator or corepressor (reviewed in ref.^21^). This multifaceted mode of action designates TIP60 as a hub of gene expression regulation.

Despite a wealth of biochemical data, little is known about the physiological function of mammalian TIP60 in the adult brain because of early embryonic lethality of TIP60-deficient mice^22^. To gain insight into the function of TIP60 in the mammalian brain, we have generated a conditional *Tip60* knockout mouse line and induced TIP60-deficiency in postmitotic excitatory neurons of the adult forebrain using a tamoxifen-inducible driver line^23^. Within 10 days after *Tip60* deletion, we found a massive dysregulation of gene expression in the hippocampal CA1 region, concurrent with a significant reduction of H4K12 acetylation at transcription start sites of downregulated genes in *Tip60* conditional KO mice. Already 3 weeks after *Tip60* deletion we observed scarce neurodegenerative processes that eventually led to progressive neuronal loss in CA1.

## Results

### Efficient deletion of *Tip60* in the mouse hippocampus of adult mice

To study the function of TIP60 in the adult mouse hippocampus, we crossed mice carrying a floxed *Tip60* gene (Fig. 1A) with the tamoxifen-inducible *CaMKCreER*^*T2*^ driver line^24^. This driver directs gene deletion to postmitotic excitatory neurons of the forebrain including those in the hippocampus. At 8 to 10 weeks of age both *CaMKCreER*^*T2*^ *Tip60*^*f/f*^ (*Tip60* cKO) and *Tip60*^*f/f*^ (control) mice were repeatedly injected with tamoxifen (Fig. 1B). We define the last day of tamoxifen injections as day 0.

**Figure 1:**
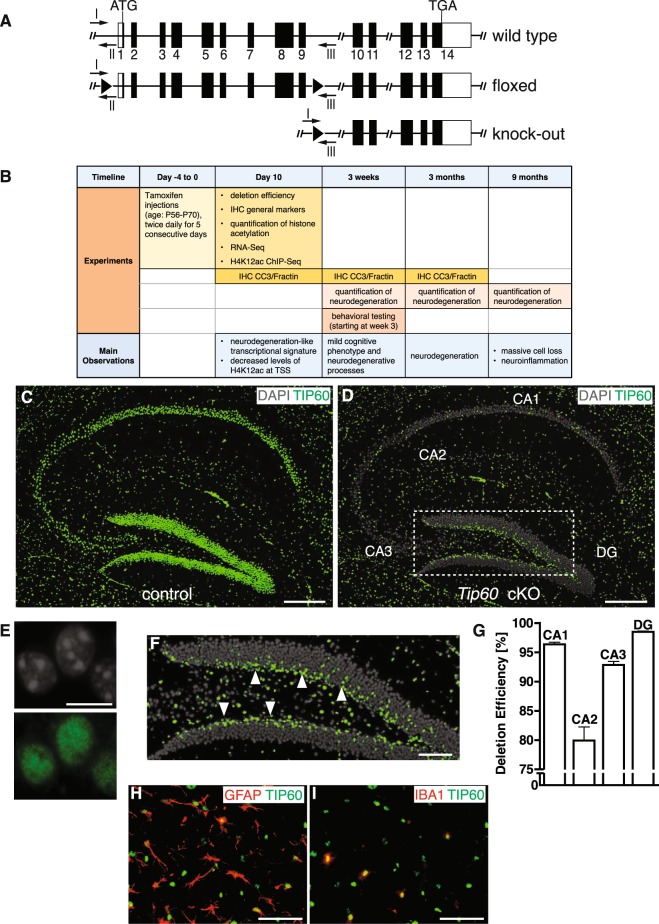
Deletion of *Tip60* in excitatory forebrain neurons of adult mice. (**A**) *Tip60* alleles for wild type, floxed, and knock-out. Protein coding exons are shown in black. LoxP sites are indicated with black triangles. Genotyping primers I, II and III are indicated with arrows. (**B**) Time points when experiments were conducted and main observations. The last day of tamoxifen injections is defined as day 0. (**C**) Ubiquitous nuclear TIP60 signal in the hippocampus of control mice at day 10 after the last tamoxifen injection. (**D**) In *Tip60* cKO most of the TIP60 signal in the principal cell layers is absent at day 10 after the last tamoxifen injection. (**E**) TIP60 signal is nuclear. TIP60 and DAPI staining in single hippocampal nuclei are shown. (**F**) Marked area from (**D**) showing TIP60-positive nuclei in the subgranular zone (arrowheads), a region lacking CRE activity. (**G**) Quantification of deletion efficiencies in CA1, CA2, CA3 and DG in *Tip60* cKO mice at day 10 after tamoxifen injections, normalized to the total number of DAPI positive nuclei (n = 4, 4 sections per animal). Error bars represent SEM. (**H**,**I**) Pictures of triple labeling of TIP60, GFAP and IBA1 in the *stratum lacunosum moleculare* of the CA1 region in a *Tip60* cKO mouse. (**H**) Shows TIP60 and GFAP, (**I**) TIP60 and IBA1. Scale bars: 250 µm (C,D), 10 µm (E), 100 µm (F), 50 µm (H,I). Abbreviations: CA1, hippocampal subfield CA1; CA2, hippocampal subfield CA2; CA3, hippocampal subfield CA3; DG, dentate gyrus; IHC, immunohistochemistry; CC3, cleaved Caspase 3.

At day 10, we performed immunohistochemistry with a custom-made TIP60-specific antibody (TIP60P4) and detected nuclear expression of TIP60 protein in the principal cell layers of all hippocampal subregions in controls (Fig. 1C,E). Hippocampi of *Tip60* cKO mice showed strong reduction in the number of TIP60 expressing cells in CA and dentate gyrus regions by day 10 after the last tamoxifen injection (Fig. 1D,F). TIP60 deletion efficiency was >90% in the principal layers of the hippocampus except for the CA2 region (Fig. 1G) demonstrating effective gene deletion. Because the CaMKCreER^T2^ driver is not expressed in neuronal progenitors and glial cells, TIP60 is still detected in subgranular neurons (Fig. 1F, arrowheads) and in GFAP- or IBA1-expressing glial cells (Fig. 1H,I).

The expression patterns of neuronal nuclear marker NeuN, presynaptic marker Synaptophysin 1 (SYP), dendritic marker microtubule-associated protein 2 (MAP2), and glial marker GFAP were not changed when analyzed at day 10 after tamoxifen injections (Supplementary Figure S1) suggesting that *Tip60* deletion had no immediate effect on hippocampal gross morphology.

### TIP60-deficiency leads to extensive neurodegeneration in CA1

When monitoring the brains of aging *Tip60* cKO animals histologically, we noticed a substantial age-dependent neuronal loss in the hippocampus, suggesting a neurodegenerative phenotype. We analyzed the activation of apoptotic marker Caspase 3 (CC3) and its specific cleavage product Fractin (fragments of actin, ref.^25^) at 3 different time points (Fig. 1B). By day 10, the CA1 region of *Tip60* cKO and control mice were indistinguishable. In contrast, by 3 weeks after deletion of *Tip60*, CC3 and Fractin were present, but only at minimal levels and only in the most medial part of CA1 (Supplementary Figure S2). By contrast, at 3 months, wide-spread CC3 and Fractin signals were detectable in the CA1 region of *Tip60* cKOs (Fig. 2B,D) but were absent in controls (Fig. 2A,C). CC3 and Fractin signals were highly specific for CA1 and mainly located in the *stratum oriens* and *stratum radiatum* (Fig. 2B′,D′). CC3 was also observed in single nuclei of the CA1 pyramidal cell layer of *Tip60* cKO but not control mice (Fig. 2A′,B′). The same was observed for Fractin (Fig. 2C′,D′), where we also frequently detected single neurons completely filled with Fractin signal (Supplementary Figure S3). Reminiscent of the week 3 time point, but much more pronounced, there was a graded decline of signal in a medial to lateral direction at 5 months (Supplementary Figure S3).

**Figure 2:**
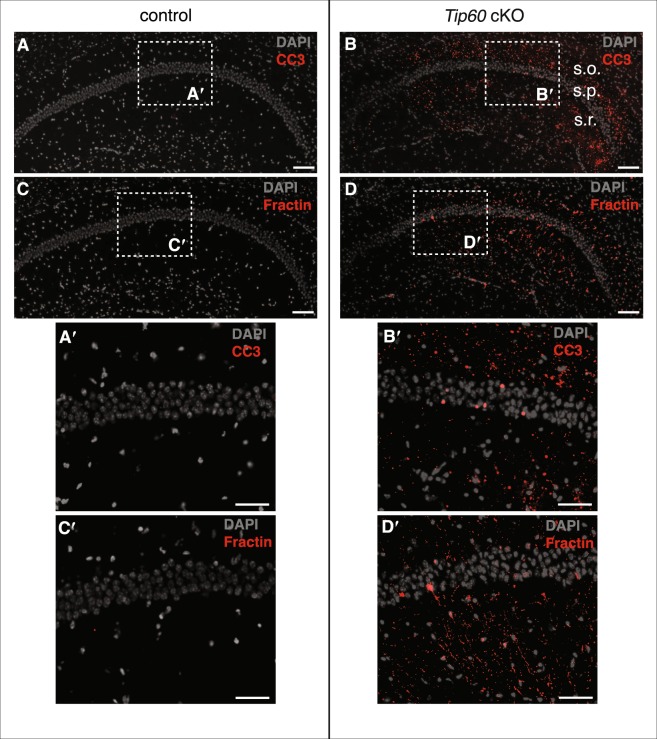
Neurodegenerative phenotypes in TIP60-deficient mice 3 months after *Tip60* deletion. (**A**) CA1 in controls lacks cleaved Caspase 3 (CC3) signal. (**B**) CC3 signal is strong in CA1 of *Tip60* cKO animals. (**C**) Absence of Fractin signal in CA1 of controls. (**D**) Fractin signal in CA1 of *Tip60* cKO mice. Sections shown for CC3 and Fractin are adjacent. (**A′**–**D′**) Enlargement of areas indicated in (A–D). In *Tip60* cKO mice CC3 and Fractin signals are mainly located in the *stratum oriens* and *stratum radiatum* with single positive nuclei in the *stratum pyramidale*. Scale bars: 100 µm (A–D), 50 µm (A′–D′). Abbreviations: CC3, cleaved Caspase 3, s.o., *stratum oriens*; s.p., *stratum pyramidale*; s.r., *stratum radiatum*.

The neurodegenerative processes revealed by CC3 and Fractin signal were accompanied by a substantial and progressive cell loss in the CA1 region that became particularly obvious at 9 months after *Tip60* deletion (Fig. 3A). We quantified the average thickness of *stratum oriens*, *stratum pyramidale* and *stratum radiatum* at 3 weeks, 3 months and 9 months after *Tip60* deletion (Fig. 1B). While there were no changes at 3 weeks, we observed a significant reduction in the thickness of *stratum oriens* and *stratum radiatum* by 14% and 20%, respectively, at 3 months. At 9 months the average thickness of *stratum oriens*, *stratum pyramidale* and *stratum radiatum* had decreased by 47%, 36% and 43%, respectively (Fig. 3A, p < 0.0001).

**Figure 3:**
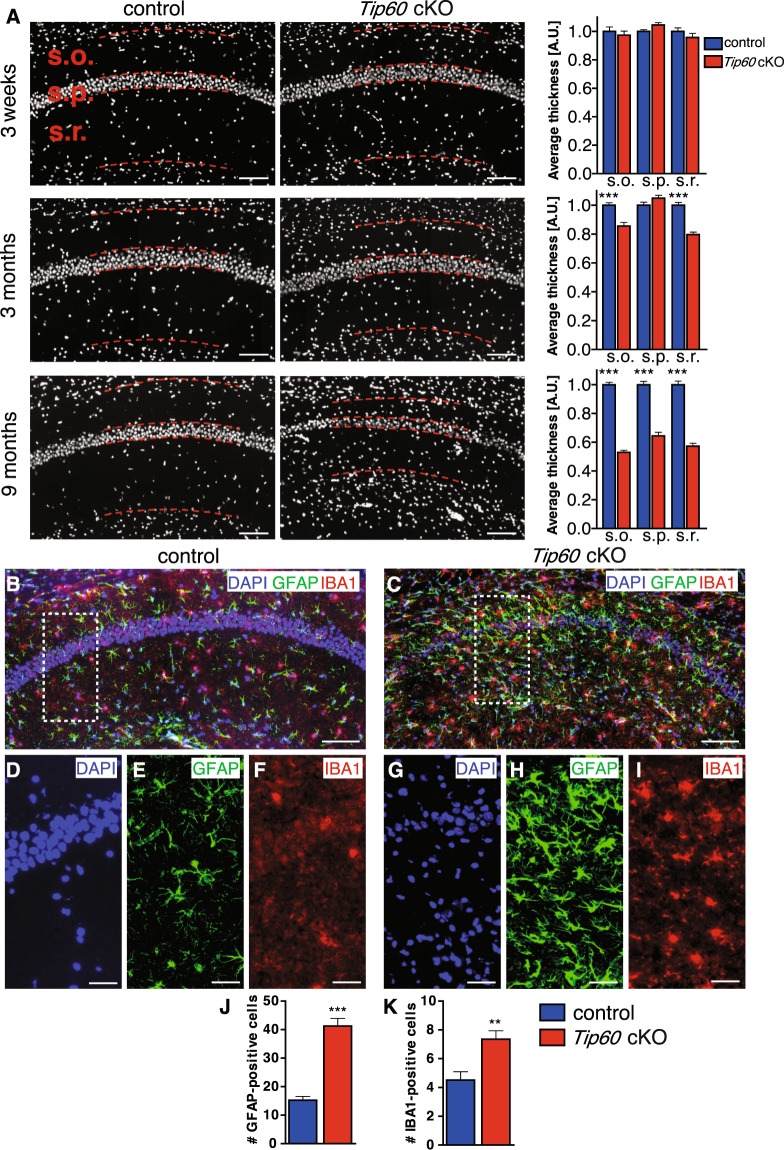
Loss of *Tip60* leads to neurodegeneration and inflammation in the CA1 region. (**A**) Average thickness of CA1 layers *stratum oriens* (s.o.), *stratum pyramidale* (s.p.), and *stratum radiatum* (s.r.) was quantified in control and *Tip60* cKO mice at 3 weeks, 3 months and 9 months after *Tip60* deletion. The borders of the layers are indicated by dashed lines. n = 2–4 per genotype, 4 sections per animal. Two-tailed student’s t-test, ***p < 0.0001. Error bars represent SEM. (**B**,**C**) Representative images of IBA1 and GFAP signal in the hippocampus of controls (B) and *Tip60* cKO mice (C) 9 months after tamoxifen injections. **(D**–**F**) The inset in (B) at higher magnification showing DAPI (D), GFAP (E) and IBA1 (F). (**G**–**I**) The inset in (C) at higher magnification showing DAPI (G), GFAP (H) and IBA1 (I). (**J**,**K**) Quantification of the number of GFAP- and IBA1-positive cells in the CA1 region of control and *Tip60* cKO animals. n = 3–5 per genotype, 4 sections per animal. 3 boxes of the size shown in (B,C) were counted per section. Two-tailed student’s t-test, **p < 0.01, ***p < 0.001. Error bars represent SEM. Scale bars: 100 µm (A–C), 50 µm (D–I).

Since neurodegeneration is often accompanied by inflammatory processes, we performed immunohistochemistry using microglial marker IBA1 and astrocyte-specific marker GFAP in mice at 9 months after gene deletion (Fig. 3B,C). Both markers were strongly upregulated in the CA1 region of *Tip60* cKO mice (Fig. 3H,I) when compared to controls (Fig. 3E,F) suggesting significant neuroinflammation as a result of *Tip60* deletion from excitatory neurons of the adult brain. Quantification of the number of positive cells revealed an upregulation of about 3-fold for GFAP (Fig. 3J) and almost a doubling for IBA1 (Fig. 3K).

These data suggest that *Tip60* deletion progressively leads to neurodegeneration accompanied by neuroinflammation.

### Histone H4 and H4K12 acetylation levels are strongly reduced in TIP60-deficient CA1 neurons

Because the neurodegenerative phenotype is highly specific for CA1 we focused our subsequent work primarily on this region. We quantified the level of acetylation of histone H4, which is a major TIP60 substrate^17^. Double labeling experiments showed ubiquitous TIP60, H4ac and H4K12ac nuclear signals across the CA1 principal cell layer in day 10 control animals (Fig. 4A, left panels). In contrast, *Tip60* cKO mice exhibited the expected reduction in the number of TIP60-positive neurons and the intensity of H4ac and H4K12ac signals was markedly reduced in many nuclei (Fig. 4A, right panels). Importantly, nuclei with reduced H4ac and H4K12ac signals were those that were TIP60-deficient. Quantification of the immunofluorescence signal showed that H4 and H4K12 acetylation were significantly downregulated in TIP60-deficient cells by 29% and 58%, respectively (Fig. 4B, p < 0.0001). The fact that H4K12ac was diminished to 42% indicated that this lysine is a major target of TIP60 also in the brain, which is consistent with previous work in other cell types^26,27^. Residual acetylation seen in *Tip60* cKO mice is probably mediated by other acetyltransferases expressed in the hippocampus (reviewed in ref.^28^). In conclusion, there is a strong molecular phenotype of hypoacetylation, especially of H4K12, in CA1 neurons, 10 days after *Tip60* deletion.

**Figure 4:**
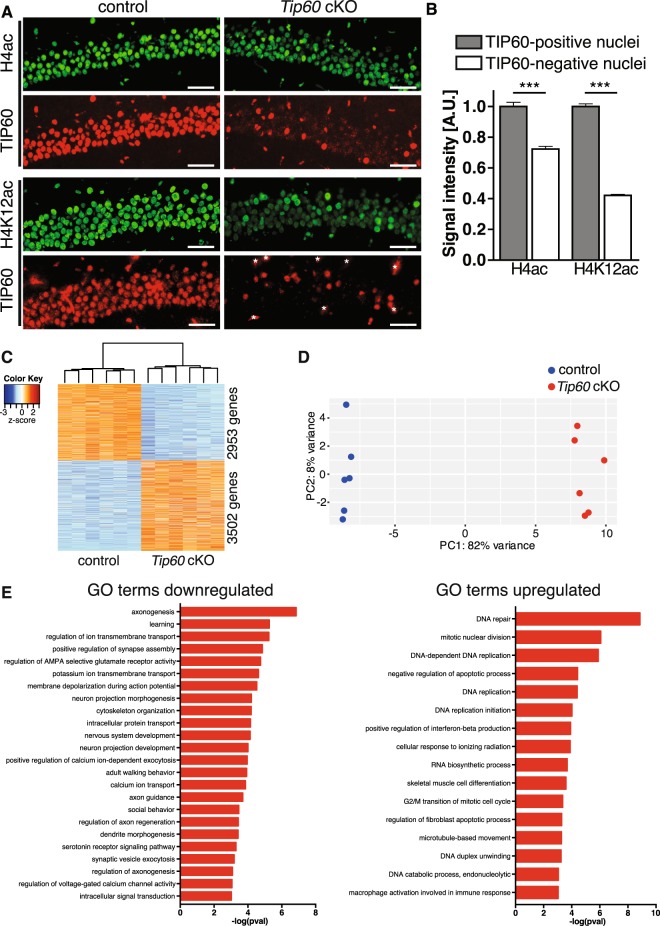
TIP60-deficiency causes reduced H4 and H4K12 acetylation and extensive dysregulation of the CA1 transcriptome. (**A**) Double labeling for TIP60 and H4ac as well as TIP60 and H4K12ac in the CA1 region of control and *Tip60* cKO mice. Sections were immunostained with antibodies against H4ac and H4K12ac (green) and against TIP60 (red) (upper panel: anti-TIP60P4; lower panel: anti-TIP60 C-7). Note the single-cell correlation between presence of TIP60 and acetylation intensity. Anti-TIP60 C-7 also stained blood vessels in both genotypes (marked by asterisks in *Tip60* cKO). (**B**) Quantification results of H4 and H4K12 acetylation signal intensities in TIP60-positive and -deficient nuclei in the CA1 region of *Tip60* cKO mice (n = 4, 4 sections per animal, >100 nuclei, two-tailed student’s t-test, ***p < 0.0001). A.U. = arbitrary units. Error bars represent SEM. Scale bars: 250 µm (A), 50 µm (B). (**C**) Heatmap depicting differential gene expression in CA1 10 days after *Tip60* deletion (n = 6 per genotype, adjusted p-value < 0.05 and |fold change| > 1.2). (**D**) Principal component analysis of gene expression profiles from the CA1 region of control and *Tip60* cKO mice shows clear separation of the two genotypes. (**E**) Genes downregulated in the TIP60-deficient CA1 region encompass learning, synaptic plasticity and neuron projection development-related functional categories, whereas upregulated ones include DNA replication, mitosis and immune response-related functional categories.

### TIP60-deficiency leads to major changes in the CA1 transcriptome

Because homeostasis of histone acetylation is essential for transcriptional regulation RNA-Seq was performed using CA1 tissue at day 10 after tamoxifen injections. Applying an adjusted p-value < 0.05 and |fold change| > 1.2 we found 3502 genes up- and 2953 genes downregulated (Fig. 4C and Supplementary Table S1). A stricter cut-off (adjusted p-value < 0.05 and |fold change| > 2) still yielded many dysregulated genes (642 up- and 168 downregulated, Supplementary Table S1). Principal component analysis (PCA) showed that the transcriptomes of *Tip60* cKO and control mice were clearly separated by the first component (Fig. 4D), underlining major differences in the transcriptomes between the two genotypes. RNA-Seq data were validated by qPCR and selected differentially expressed transcripts were analyzed by *in situ* hybridization (ISH) to reveal spatial differences in expression. Correlation between qPCR and RNA-Seq log_2_FC values was strong (Supplementary Figure S4) and ISH results were fully consistent with the findings of the other two methods. In most cases, differential gene expression identified in CA1 (e.g. *Lin7b*) extended to CA2, CA3 and the DG (Supplementary Figure S4).

Next, we assessed functional gene ontology (GO) categories enriched among genes dysregulated in *Tip60* cKOs. Downregulated genes converged to learning, synaptic plasticity and neuron projection development-related categories (Fig. 4E left). GO categories identified for upregulated genes were related to DNA repair and replication, mitosis and immune-response-related functions (Fig. 4E right). TIP60 had previously been implicated in DNA repair^17,29,30^ and mitosis^19,20^. Of note, the upregulation of immune response-related genes is most likely a secondary effect of glial cells reacting to neuronal damage.

Because TIP60 is a known co-factor of different transcription factors (TFs) we also analyzed TF enrichment in the RNA-Seq data of *Tip60* cKOs. Both up- and downregulated genes were enriched for being targets of well-known TIP60 interacting partner E2F1^31^ (q-value < 0.05 with Benjamini & Hochberg adjustment, see Supplementary Table S2). While TF enrichment in upregulated genes was almost exclusively restricted to E2F1 or related proteins the downregulated genes were significantly enriched for being targets of numerous TFs including Myc, another well- established TIP60 interacting partner^32^. Of note, *E2f1* expression is significantly upregulated by more than two-fold in *Tip60* cKO mice (adjusted p-value < 0.0001) and could thus be involved in the upregulation of genes upon *Tip60* deletion.

### Deficiency in TIP60 affects H4K12 acetylation at the TSS of downregulated genes

Global acetylation of H4K12 is greatly reduced in TIP60-deficient nuclei (Fig. 4A,B). In order to determine at which genes H4K12 was hypoacetylated hippocampal neurons were sorted by FACS and subjected to chromatin immunoprecipitation followed by deep sequencing (ChIP-Seq). 

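Neuronal nuclei from the hippocampus of 5 *Tip60* cKO mice, which carry the *CaMKCreER* T2 driver and a floxed *Tip60* gene on both alleles, and of 5 control mice, which carry the floxed gene without the driver, were sorted and immunoprecipitated with an antibody against H4K12ac at day 10 after the last tamoxifen injection. The sample labels give an age of 3 months. Input chromatin was pooled, and the peak lists name 1 input library for each genotype. The authors mapped the reads to the mouse genome mm10, removed PCR duplicates and called peaks in each library separately with MACS 2.1.0.20140616 at q < 0.1, against the input of the library's own genotype. The deposited files hold these peak lists, with the position, the pileup height, the fold enrichment over the local background and the −log10 of the p and q values of each peak. The numbers of reads behind the regions without a peak were not used here.
Each *Tip60* cKO library entered peak calling with 22864189 to 37077725 tags (median 32934271), and each control library with 27418740 to 37923809 tags (median 33796590). The input of the *Tip60* cKO mice had 43391269 tags and that of the controls 44889280. The lists held 105605 ± 26227 peaks (SD, n = 5) in *Tip60* cKO and 120779 ± 16861 peaks (SD, n = 5) in control mice (exact permutation test, two-sided, p = 0.333), and they covered 43.8 ± 14.0 Mb and 56.4 ± 10.7 Mb of the genome, with mean peak lengths of 409 ± 45.2 bp and 464 ± 28.0 bp. The shortest list, of *Tip60* cKO mouse 5, came from the library with the fewest tags and held 64245 peaks. Replicates 1 to 3 of both genotypes were sequenced on lane 7 and replicates 4 and 5 on lane 8.
Fold enrichment is the authors' own value for each peak and depends on the library and on its input, so it was used to rank peaks within a list, and between libraries only after division by a median of the same library. The rank score of a TSS is the percent rank of the strongest peak within 2 kb on either side of it among the windows of all 55413 annotated genes in the same library, with 0 for a TSS without a peak. TSS coverage is the percent of the 4 kb window that lies in peaks. Ranks remove a shared change in fold enrichment that leaves the order of the TSSs and the presence of their peaks as they are, but a TSS whose peak falls below the threshold scores 0, so a global loss lowers the rank score in part. Coverage moves with the number and length of the peaks that passed the threshold. The local background that MACS used can be recovered from pileup and fold enrichment. It lay at the genome-wide level for 51.9 ± 4.74% of the peaks in *Tip60* cKO and for 28.7 ± 2.84% in control lists (SD, n = 5), so the inputs of the genotypes differed. *Kat5*, the gene that encodes TIP60 (chromosome 19, 5603014 to 5610237, minus strand), had a peak at its TSS in all 10 lists, with a rank score of 94.8 ± 5.07 in *Tip60* cKO mice (86.0 to 98.6 in single mice) and 97.6 ± 2.08 in controls (94.0 to 99.4; exact permutation test, p = 0.294, n = 5 each, and 0.587 after Benjamini-Hochberg adjustment over 14 genes chosen in advance). Reads over the deleted exons were not used here, so recombination itself was not measured here.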

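The 10 peak lists were compared by the bases they cover. The Jaccard index, the number of shared bases divided by the number of bases covered by either list, was on average 0.333 between *Tip60* cKO lists (0.256 to 0.395 over 10 pairs), 0.406 between control lists (0.365 to 0.436 over 10 pairs) and 0.336 between lists of different genotype (0.231 to 0.386 over 25 pairs). The mean index within genotypes exceeded that between genotypes by 0.0339, more than in any other division of the 10 libraries into groups of 5 (exact permutation test, p = 0.00794, the smallest this design allows). All lists of a genotype were called against the same input, and the inputs differed. A separation of the lists, here or in the components below, can therefore not be told apart from a difference between the inputs. Without *Tip60* cKO mouse 5, which had the shortest list, the mean index was 0.372 between *Tip60* cKO lists (6 pairs) and 0.357 between lists of different genotype (20 pairs). Within lane 7 the excess was 0.0340 and within lane 8 it was 0.0325, and among the alternatives it changed most without *Tip60* cKO mouse 1, to 0.0487. A principal component analysis used the presence or absence of a peak in 144701 consensus regions, which are the merged regions with a peak in at least 2 lists. Component 1 carried 17.4% of the variance and differed between the genotypes (exact permutation test, two-sided, p = 0.0159, n = 5 each). Its scores also correlated by −0.770 with the number of peaks in the lists, so it does not separate genotype from list length. Control mouse 4, at 15.8, lay beyond *Tip60* cKO mouse 1, at 11.0, and the other control mice lay between −92.3 and −38.9. Component 2 carried 13.6% of the variance (p = 0.135, same exact test).

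**Figure D1:**
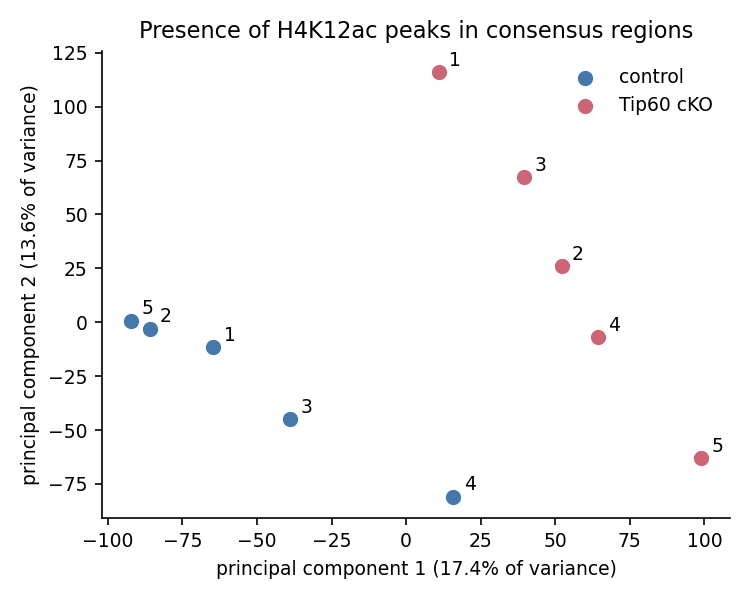
Scores of the 5 control (blue) and 5 *Tip60* cKO (red) libraries on principal components 1 and 2 (arbitrary units, with the percent of variance on each axis) of the presence of H4K12ac peaks, with replicate numbers beside the points. On component 1 control mouse 4 (15.8) lies beyond *Tip60* cKO mouse 1 (11.0), and the groups do not overlap when both components are read together.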

PCA showed a clear separation of the genotypes (Fig. 5A). As evident from the heatmap in Fig. 5B the majority of promoter regions with significantly changed H4K12ac binding (adjusted p-value < 0.05 and |fold change| > 1.2) have a reduction of H4K12ac levels in *Tip60* cKOs. 

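Promoter regions were defined as the 27514 consensus regions that overlap 2 kb on either side of an annotated TSS, and their rank scores among all consensus regions of a library were compared with limma. At a Benjamini-Hochberg adjusted p-value below 0.05, 98 promoter regions were lower and 15 were higher in *Tip60* cKO mice, so 86.7% of the called regions were lower. At an unadjusted p-value below 0.05 the numbers were 1909 and 770. Of the 113 called regions, 76 had a peak in every control and in no *Tip60* cKO list, 7 had a peak in every *Tip60* cKO and in no control list, and 2 had a peak in all lists, so most calls rest on peaks that passed the threshold in a single genotype. The number of calls depended on the test. Counting regions with a peak in at least 4 more libraries of one genotype than of the other, without a model, gave 461 lower and 105 higher promoter regions, and using the same number of peaks from each library gave 100 lower and 53 higher, or 65.4% lower.
The promoter regions with the smallest p-values that were lower lay 133 bp from the TSS of *Txlna* (chromosome 4, 129641198 to 129642208), 49 bp from that of *Tmem97* (chromosome 11, 78550296 to 78550727) and 160 bp from that of *Tmem201* (chromosome 4, 149738204 to 149739010). Their rank scores were 81.7 ± 3.31, 83.4 ± 5.03 and 78.8 ± 4.27 in control mice (SD, n = 5), with no peak in any *Tip60* cKO list, and the adjusted p-value from limma was 0.000134 for each. Among the regions that were higher, those with the smallest p-values lay near *Gm41253* (chromosome 14, 120808115 to 120808665), *Gm25210* (chromosome 7, 59768578 to 59769174) and *Bmp2* (chromosome 2, 133552198 to 133553089). They had rank scores of 69.6 ± 5.25, 70.7 ± 9.13 and 71.2 ± 13.4 in *Tip60* cKO mice (SD, n = 5) and no peak in any control list, with adjusted p-values from limma of 0.000193, 0.000428 and 0.00123.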

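The part of Table S3 used here lists 1511 promoter regions, 1353 lower and 158 higher in *Tip60* cKO mice according to the paper. In the peak lists the mean rank score moved in the paper's direction for 1398 of them (92.5%), for 91.9% of the lower and for 98.1% of the higher regions. These regions were selected by the paper from the same libraries, so this share is no independent test. For the genes that come first in the table, the region listed first was examined, with an exact permutation test (n = 5 each) and Benjamini-Hochberg adjustment over these 10 regions. As the paper selected these regions on the same libraries, their p-values below are no independent test either. At *Lingo2* (chromosome 4, 35844868 to 35845804) the rank score was 12.9 ± 28.7 in *Tip60* cKO mice, with a peak in 1 of 5 lists, and 88.7 ± 4.38 in controls, with a peak in 5 of 5 lists (SD; exact permutation p = 0.00794, adjusted p = 0.0159). The region of *Spns3* (chromosome 11, 72548758 to 72549312) had a peak in 5 control lists, with a rank score of 75.3 ± 11.0, and in no *Tip60* cKO list, and that of *Rab26* (chromosome 17, 24528301 to 24530080) fell from 74.1 ± 12.7 to 18.6 ± 25.7, with the same p-values. *Nptx1* (chromosome 11, 119543063 to 119550226) kept a peak in all lists and fell from 98.4 ± 0.743 to 94.6 ± 2.70, again with the smallest p that this design allows. Differences in the same direction at *Frmd6*, *Dusp4*, *Zbtb20* and *Bdnf* had adjusted p-values from 0.0680 to 0.185 in the exact test. The regions of *Lingo2*, *Rab26*, *Zbtb20* and *Bdnf* lie outside the windows of 2 kb around the TSSs used here. At the TSSs of *Lingo2* and *Rab26* the rank scores were 78.9 and 87.8 in *Tip60* cKO and 80.0 and 90.1 in control mice. For the TSSs of all these genes with a region outside, exact permutation p-values ran from 0.452 to 0.881.
The remaining regions, at *Camk2a* and *Arsi*, are listed as higher in the paper. Within the *Camk2a* gene (chromosome 18, 60950066 to 60955911) the rank score was 94.8 ± 3.37 in *Tip60* cKO and 83.1 ± 4.11 in control mice (SD, n = 5; exact permutation p = 0.00794, adjusted p = 0.0159), and at *Arsi* (chromosome 18, 60911130 to 60912767) it was 99.4 ± 0.365 and 98.8 ± 1.30 (exact permutation p = 0.389). Around these genes the background that MACS derived from the input was itself higher in *Tip60* cKO lists. At the peaks in *Camk2a* it was 2.62 ± 0.0524 times the genome-wide background in *Tip60* cKO and 1.33 ± 0.0252 times in control lists, and at *Arsi* 2.56 ± 0.109 and 1.20 ± 0.113 times. In 12 consecutive bins of 10 kb, from 60.88 to 61 Mb, the background was 1.32 to 2.33 times that of the controls.

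**Figure D2:**
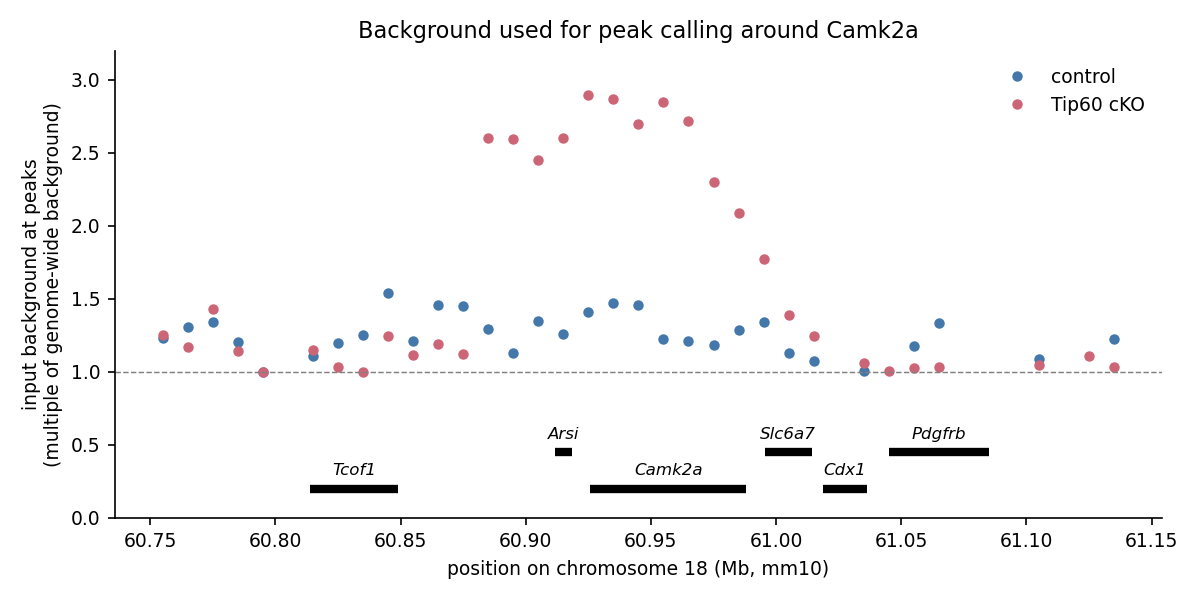
Background used for peak calling around *Camk2a*, as a multiple of the genome-wide background, in bins of 10 kb along chromosome 18 (Mb, mm10). Points are means over the control (blue) and *Tip60* cKO (red) lists with a peak in the bin, and bars mark the protein-coding genes. From 60.88 to 61 Mb the *Tip60* cKO background lies between 1.77 and 2.90 and that of the controls between 1.13 and 1.47.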

We performed GO analysis with these H4K12 hypoacetylated genes and found many of the same categories that had previously been identified for genes with downregulated transcripts (Figs 5C and 4E).

**Figure 5:**
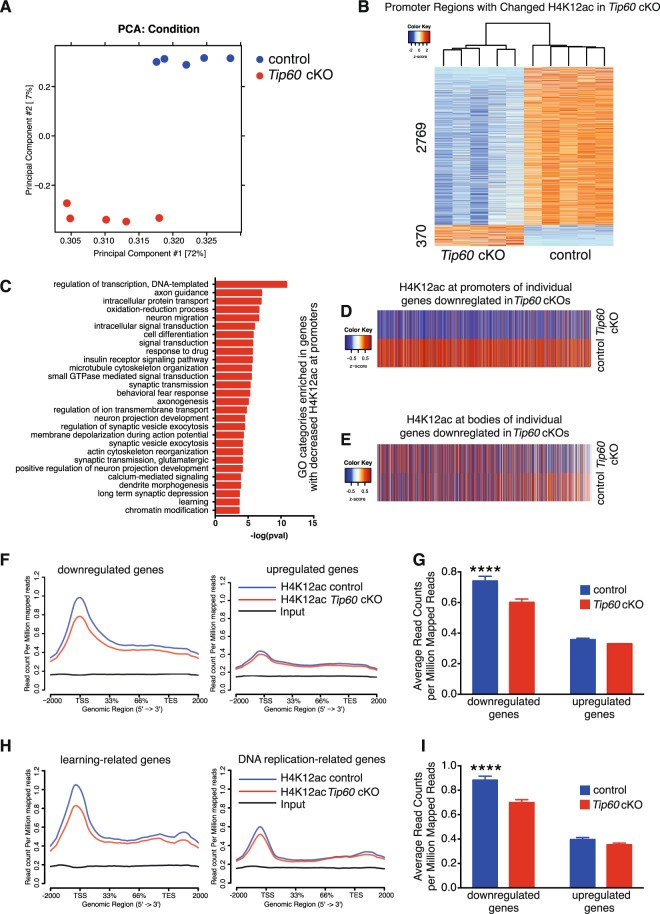
Reduction of H4K12ac binding mostly affects the promoter regions of downregulated genes in *Tip60* cKO mice. (**A**) Principal component analysis of the ChIP-Seq data shows a pronounced separation between the genotypes. (**B**) Heatmap of the promoter regions with significantly changed H4K12ac binding (adjusted p-value < 0.05 and |fold change| > 1.2). (**C**) GO category analysis for genes with decreased H4K12ac at their promoters (same genes as in (B)). (**D**,**E**) Average levels of H4K12ac at the promoters (D) and gene bodies (E) of every gene that is downregulated in the RNA-Seq analysis (adjusted p-value < 0.05 and |fold change| > 2). (**F**) H4K12 acetylation (H4K12ac) levels along the genes downregulated (left) and upregulated (right) in *Tip60* cKO mice. (**G**) Genes downregulated in *Tip60* cKO mice have significantly decreased H4K12ac levels around their TSS (+ / −2000 bp), whereas the upregulated ones do not. Moreover, downregulated genes have higher basal levels of H4K12ac compared to upregulated ones. Two-Way ANOVA: Genotype effect (control vs *Tip60* cKO): p < 0.0001; Direction effect (downregulated vs upregulated): p < 0.0001; Interaction: p = 0.0041. Post-hoc multiple comparisons for H4K12ac levels (Sidak’s multiple comparison test): downregulated genes: adjusted p-value < 0.0001 (****); upregulated genes: adjusted p-value = 0.5431. (**H**) H4K12ac levels along learning-related genes downregulated (left) and DNA replication-related genes (right) upregulated in *Tip60* cKO mice. (**I**) Learning-related genes downregulated in *Tip60* cKO mice have significantly decreased H4K12ac levels around their TSS (+ / −2000 bp), whereas DNA replication-related genes upregulated in *Tip60* cKO mice do not. Moreover, those learning-related genes have higher basal levels of H4K12ac compared to the ones related to DNA replication. Two-Way ANOVA: Genotype effect (control vs *Tip60* cKO): p < 0.0001; Type effect (Learning-Related vs DNA Replication-Related): p < 0.0001; Interaction: p = 0.0018. Post-hoc multiple comparisons for H4K12ac levels (Sidak’s multiple comparison test): Learning-Related Genes: adjusted p-value < 0.0001 (****); DNA Replication-Related Genes: adjusted p-value = 0.3293.

We next compared H4K12ac binding at the promoters of all downregulated genes identified by RNA-Seq (Supplementary Table S3). 

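At the stricter cut-off of the RNA-Seq analysis, Table S1 lists 168 downregulated genes, of which 167 were found in the mouse annotation used here (GENCODE M21, on the same genome build). A peak within 2 kb of the TSS was present at 78.2 ± 3.61% of these genes in *Tip60* cKO lists and at 81.1 ± 1.00% in control lists (SD, n = 5 mice each; exact permutation test, two-sided, p = 0.167). At the more lenient cut-off of 1.2-fold, the part of Table S1 used here gave 1258 downregulated genes, with a peak at 89.9 ± 1.88% and 92.4 ± 1.18% of the TSSs (p = 0.0317, same exact test, n = 5).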

The heatmap in Fig. 5D clearly shows that the differences between control and *Tip60* cKO with regard to presence of H4K12ac at promoters are highly consistent for the downregulated genes. This consistency is not found for H4K12ac binding within the gene bodies (Fig. 5E). 

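For each of the downregulated genes the mean rank score of the TSS was compared between the genotypes. Of 147 genes with a peak in at least 1 list, 97 (66.0%) were lower and 50 were higher in *Tip60* cKO mice, and the median difference was −1.67. Among the genes of the whole annotation, 54.9% of the 23982 with a peak were lower. Few single genes were separated completely. At 2 of the 147 genes (1.36%) every *Tip60* cKO library was below every control library, and at 4 every *Tip60* cKO library was above, where chance gives 0.397% in each direction. With the more lenient list of downregulated genes, 63.3% of those with a peak were lower.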

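Gene bodies were taken from 2 kb after the TSS to the end of the gene, for the 139 downregulated genes longer than 4 kb. Of 113 with a peak in the gene body, 61 (54.0%) had a lower and 52 a higher mean rank score in *Tip60* cKO mice, which is the share found over the bodies of all genes (53.9% of 14467). Peaks covered 9.36 ± 2.68% of the gene bodies in *Tip60* cKO and 11.0 ± 1.84% in control mice (SD, n = 5; exact permutation test, two-sided, p = 0.302), and the rank scores were 53.1 ± 4.33 and 54.8 ± 1.22 (p = 0.556, same exact test, n = 5). The rank score of *Tip60* cKO mouse 5, 45.6, lay apart from those of the other 4 mice (53.5 to 56.6), and without this mouse the difference in rank score changed its sign, from −1.74 to 0.122.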

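Peaks covered 27.1 ± 5.25% of the 4 kb window around the TSS of downregulated genes in *Tip60* cKO mice and 33.0 ± 2.99% in control mice (SD, n = 5). This was a relative fall of 17.8% (exact permutation test, two-sided, p = 0.0397). The mice of the genotypes overlapped, with 18.4 to 32.4% in *Tip60* cKO and 28.1 to 35.5% in control mice. The rank score of the same TSSs was 68.1 ± 2.22 and 71.1 ± 1.03 (p = 0.0476, same exact test). After Benjamini-Hochberg adjustment over the 14 comparisons of this kind made on the peak lists, both p-values were 0.133, and no comparison was below 0.05, which a single comparison among 14 cannot reach in this design. The difference in coverage was −3.96 percentage points within lane 7 and −8.70 within lane 8, and the difference in rank score was −1.95 and −4.63. Within a lane, with 3 mice per genotype or fewer, the exact test cannot give a p below 0.1. Leaving out *Tip60* cKO mouse 5, which had the lowest coverage (18.4%), reduced the difference in coverage to −3.69 percentage points (exact permutation p = 0.0873). With the strongest 64245 peaks of each library it was −5.39 percentage points (p = 0.0238, same exact test). For the more lenient list of downregulated genes, coverage was 29.8 ± 5.77% and 36.6 ± 3.29% (SD, n = 5; exact permutation p = 0.0397), and the rank scores were 80.0 ± 1.28 and 82.7 ± 0.986 (exact permutation p = 0.0159).

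**Figure D3:**
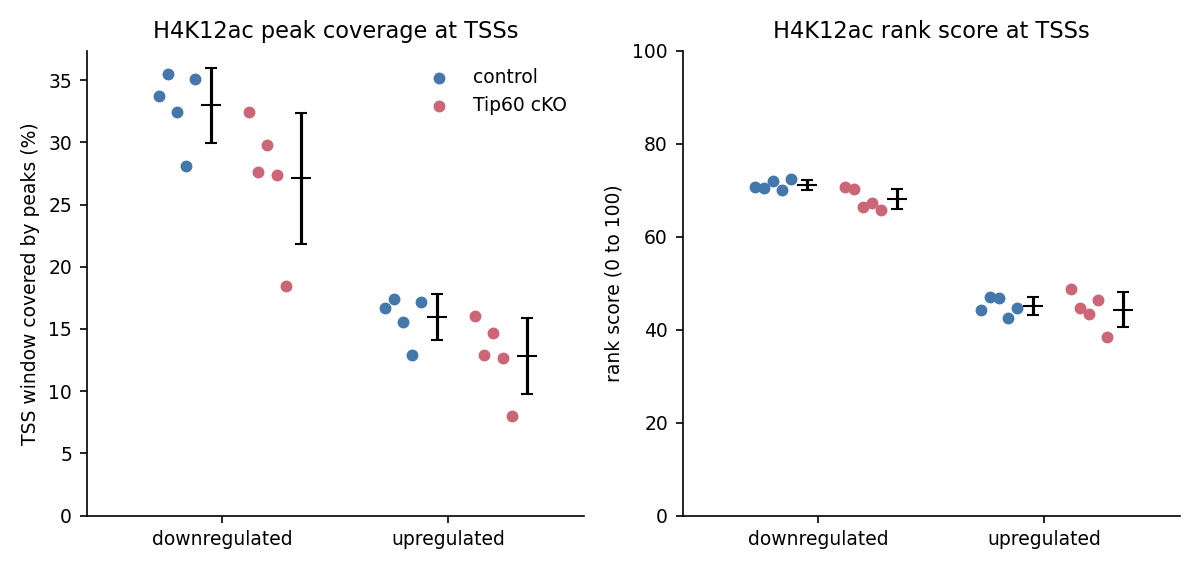
Percent of the TSS window covered by H4K12ac peaks (left) and rank score of the TSS (right), each averaged over the down- or upregulated genes. Points are mice (5 control in blue, 5 *Tip60* cKO in red) and bars the mean ± SD. Coverage of downregulated genes runs from 28.1 to 35.5% in controls and from 18.4 to 32.4% in *Tip60* cKO mice.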

Profile plots show a significant reduction in H4K12ac binding at downregulated genes, especially around the TSS regions both using a stricter (Fig. 5F,G) and a more lenient cut-off (Supplementary Figure S5). 

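The part of Table S1 used here holds 250 genes upregulated more than 2-fold, which are those with the smallest adjusted p-values. At their TSSs the rank score was 44.3 ± 3.86 in *Tip60* cKO and 45.1 ± 1.97 in control mice (SD, n = 5; exact permutation test, two-sided, p = 0.738, adjusted over 14 comparisons 0.795). Of 188 genes with a peak, 83 (44.1%) were lower in *Tip60* cKO mice. Peaks covered 12.9 ± 3.05% of the TSS window in *Tip60* cKO and 15.9 ± 1.83% in control mice (SD, n = 5), a relative fall of 19.4% (exact permutation p = 0.0794, adjusted 0.185). Within lane 7 the differences were −2.01 percentage points in coverage and −0.444 in rank score, and within lane 8 −4.72 and −1.18. The comparison of coverage changed its side of the threshold in 2 alternatives that kept all mice. With the same number of peaks from each library the difference was −2.57 percentage points (exact permutation p = 0.0317), and with the 698 genes upregulated more than 1.2-fold it was −4.78 (exact permutation p = 0.0397). The sign of the rank score difference reversed to 0.743 without *Tip60* cKO mouse 5.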

H4K12ac levels at upregulated genes did not show any significant change in *Tip60* cKO. Moreover, basal levels of H4K12ac were higher at genes that are downregulated in *Tip60* cKO than at upregulated ones (Fig. 5F,G and Supplementary Figure S5). 

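In the 5 control mice the rank score was 71.1 ± 1.03 at the TSSs of downregulated and 45.1 ± 1.97 at those of upregulated genes (SD). The difference was 26.0 ± 1.81 (SD, n = 5) and ranged from 23.4 to 27.7 between mice. An exact sign-flip test over 5 mice cannot give a two-sided p below 0.063, which is the value reached here. When the genes were permuted between the lists instead, p was 1e-05, the smallest that 100000 permutations can give, where genes rather than mice are the unit. Among the alternatives the difference was smallest with the lists of genes changed more than 1.2-fold, at 17.9. The gene lists came from RNA of dissected CA1 tissue, and H4K12ac from sorted neuronal nuclei of the whole hippocampus. The paper holds that glia most likely account for the upregulated immune genes. How far such genes lower the level at upregulated genes in neuronal nuclei was not examined.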

In line with this observation, we also observed a more substantial decrease in H4K12ac at learning-related genes that were downregulated in *Tip60* cKO than at DNA replication-related genes that were upregulated in these mice (Fig. 5H,I). Again, the basal H4K12ac levels were higher at learning-related genes than at DNA replication-related ones.

In summary, downregulated genes are specifically affected by decreased H4K12ac binding, especially at their TSS, while upregulated genes are not affected. Moreover, downregulated genes exhibit higher basal H4K12ac levels than the upregulated ones, supporting a direct involvement of the acetylation of H4K12 in the control of expression of downregulated genes. This is consistent with the notion that H4K12 acetylation correlates with active transcription^33^.

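The change in TSS coverage was tested between the lists by taking, in each mouse, the coverage of downregulated minus that of upregulated genes. This difference was 14.3 ± 2.22 percentage points in *Tip60* cKO and 17.0 ± 1.19 in control mice (SD, n = 5), so it fell by 2.76 percentage points (exact permutation test, two-sided, p = 0.0159, adjusted over 14 comparisons 0.111). Within lanes 7 and 8 the value was −1.95 and −3.98. As a ratio, coverage of downregulated over that of upregulated genes was 2.13 ± 0.119 in *Tip60* cKO and 2.07 ± 0.0606 in control mice (exact permutation p = 0.389, n = 5). No difference in the share of the starting level lost was thus found between the lists, which does not show that the shares were equal. The corresponding difference in rank score, which does not depend on the covered length, was 23.7 ± 2.70 and 26.0 ± 1.81, a change of −2.28 (exact permutation p = 0.151).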

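In control mice, 81.1 ± 1.00% of the TSSs of downregulated genes and 56.2 ± 2.93% of those of upregulated genes had a peak (SD, n = 5), a difference of 24.8 ± 2.38 percentage points that ran from 21.6 to 27.6 in single mice. Of the TSS window, 17.0 ± 1.19 percentage points more were covered at downregulated genes. The paper combines this higher basal level with the decrease of H4K12ac at the TSSs of downregulated genes and the absence of a significant change at upregulated genes. From these it proposes that acetylation of H4K12 is directly involved in controlling the expression of the downregulated genes.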

### Transcriptional changes upon *Tip60* loss resemble those seen in the CK-p25 mouse model for neurodegeneration

We showed that loss of *Tip60* already 10 days after gene deletion is associated with decreased neuronal H4K12ac and a downregulation of learning-related genes. Eventually, these changes in the transcriptome are followed by neuronal cell loss. This prompted us to compare the transcriptional changes observed in *Tip60* cKO mice with those of the CK-p25 mouse model of neurodegeneration^34^. Expressing p25 (a proteolytic fragment of p35) under the control of the CaMK2 promoter hyperactivates Cdk5 in excitatory neurons. This leads to significant neuronal and synaptic loss already at week 6 after induction^35^. These neurodegenerative processes are accompanied by neuroinflammation and result in hippocampal atrophy, as is the case in *Tip60* cKO hippocampus. Transcriptomes 10 days after *Tip60* deletion and 2 and 6 weeks after CK-p25 transgene induction (ref.^36^, GEO: GSE65159) were compared. First, we overlapped down- and upregulated genes in both transgenic models (adjusted p-value < 0.05 and |fold change| > 1.2, Supplementary Table S4). For the downregulated genes there was a substantial overlap for both time points (Supplementary Figure S5). For upregulated genes this overlap was less pronounced (Supplementary Figure S5). Next, we applied rank-rank hypergeometric overlap (RRHO) analysis to identify potential concordances between dysregulation in the two models. This approach allows for a threshold free identification of overlaps followed by quantification of significance using multiple testing correction and permutation testing^37^. We identified a significant overlap between down- and upregulated genes in *Tip60* cKO and CK-p25 transgenic mice, at 2 weeks (Fig. 6A,B, Supplementary Tables S5 and S6) and 6 weeks (Supplementary Figure S5, Supplementary Tables S7 and S8). The RRHO maps in Fig. 6A and Supplementary Figure S5 demonstrate that this overlap was far more prominent in downregulated genes than in upregulated ones. When we performed functional annotation analysis for the dysregulated genes common to both models, we found many of the same functional groups that we had already seen upon deletion of *Tip60* in CA1 (Fig. 4E). This included learning and synaptic plasticity-related functions (downregulated) and DNA replication and immune response-related functions (upregulated) (Supplementary Figure S6).

**Figure 6:**
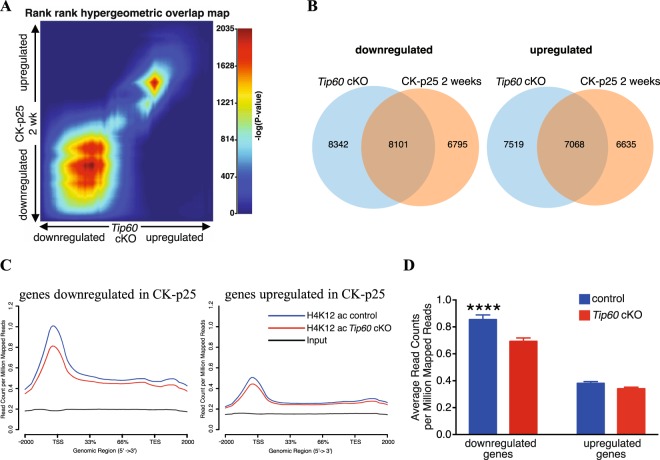
Significant overlap between dysregulated genes and GO categories in CK-p25 and TIP60-deficient mice. (**A**) Rank-rank hypergeometric overlap analysis was used between genes dysregulated in *Tip60* cKO and those in CK-p25 mice induced for 2 weeks (ref.^36^; GSE65159). Each pixel represents a comparison for one gene color-coded for significance (max –log_10_(p-value) = 2035). The most downregulated genes are at the bottom left corner and the most upregulated ones at the upper right corner of the heatmap. (**B**) Venn diagrams representing significantly overlapping down- and upregulated genes in *Tip60* cKO and CK-p25 mice (2 weeks induction) (ref.^36^; GSE65159). In each case, the overall significance of the overlaps was determined by permutation tests in which 1000 permutations were performed yielding a highly significant permutation p-value of < 0.0001. (**C**) H4K12 acetylation levels in *Tip60* cKOs and controls at genes downregulated (left) and upregulated (right) in CK-p25 mice. Genes downregulated in CK-p25 mice have significantly decreased H4K12ac levels around their TSS (+ / −2000 bp) in the *Tip60* cKO, whereas the upregulated ones do not. Moreover, downregulated genes have higher basal levels of H4K12ac compared to upregulated ones. (**D**) Quantification of the profile plots in (C). Genes downregulated in 2-week induced CK-p25 mice (ref.^36^; GSE65159) have significantly decreased H4K12ac levels around their TSS (+ / −2000 bp) in *Tip60* cKO, whereas the upregulated ones do not. Moreover, downregulated genes have higher basal levels of H4K12ac compared to upregulated ones. Two-Way ANOVA: Genotype effect (control vs CK-p25): p < 0.0001; Direction effect (downregulated vs upregulated): p < 0.0001; Interaction: p = 0.0085. Post-hoc multiple comparisons for H4K12ac levels (Sidak’s multiple comparison test): downregulated genes: adjusted p-value < 0.0001 (****); upregulated genes: adjusted p-value = 0.3955.

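CK-p25 mice overexpress p25, a fragment that hyperactivates the kinase Cdk5, in excitatory neurons, and serve as a model of neurodegeneration. Table S4 lists the genes that changed in the same direction in *Tip60* cKO and in CK-p25 mice. After 2 weeks of induction these are 351 downregulated and 408 upregulated genes, all found in the annotation, and after 6 weeks 687 downregulated genes, of which 685 were found, and 406 upregulated genes. The analysis was made with these lists and the H4K12ac libraries of the *Tip60* cKO and control mice. Lists of all genes changed in CK-p25 mice were not used here. The differences, each in rank score of the TSS averaged over a list, are *Tip60* cKO minus control.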

Next, those genes that were significantly dysregulated in CK-p25 mice were analyzed for their H4K12 acetylation status in *Tip60* cKO hippocampus. 

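For the genes that were downregulated in both models after 2 weeks of induction, the rank score of the TSS was 80.4 ± 1.62 in *Tip60* cKO and 82.2 ± 0.589 in control mice (SD, n = 5; exact permutation test, two-sided, p = 0.0238). After 6 weeks it was 80.8 ± 1.72 and 83.3 ± 0.883 (exact permutation p = 0.0159, n = 5). Both p-values were 0.111 after Benjamini-Hochberg adjustment over 14 comparisons. The rank scores of the upregulated genes were 42.0 ± 3.95 and 45.2 ± 1.91 after 2 weeks (exact permutation p = 0.151, adjusted 0.259) and 40.9 ± 4.25 and 41.4 ± 1.52 after 6 weeks (exact permutation p = 0.857, adjusted 0.857). At 2 weeks the difference was thus larger for upregulated (−3.21) than for downregulated genes (−1.78), with a wider spread between mice, and whether these differences differ was not tested. With fold enrichment over the median of the library the order was the opposite, −0.0308 for upregulated (exact permutation p = 0.238) and −0.104 for downregulated genes (exact permutation p = 0.0317), in units of that median. The exact test passed 0.05 for the upregulated genes at 2 weeks with the same number of peaks from each library (−2.33, exact permutation p = 0.0238). Within lane 7 the differences of the downregulated genes were −1.12 at 2 weeks and −2.19 at 6 weeks, and within lane 8 −2.76 and −3.13. Those of the upregulated genes were −1.35 and 0.168 within lane 7, and −6.01 and −1.67 within lane 8.

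**Figure D4:**
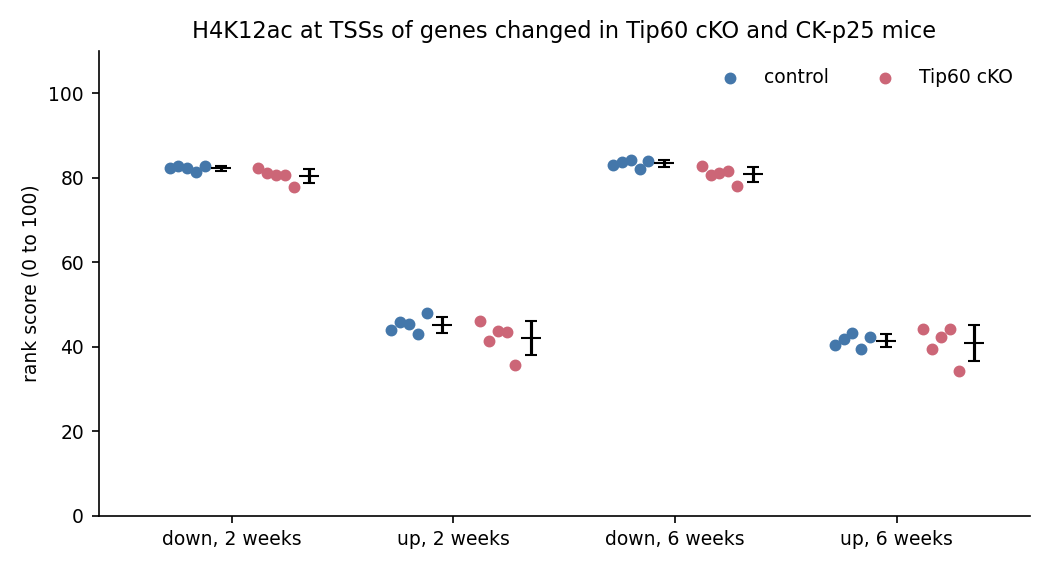
Rank score (0 to 100) of the TSS for the genes down- or upregulated in both *Tip60* cKO and CK-p25 mice after 2 or 6 weeks of p25 induction. Points are mice (5 control in blue, 5 *Tip60* cKO in red) and bars the mean ± SD. Downregulated genes lie between 77.8 and 84.3 in every mouse, and upregulated genes between 34.1 and 48.0.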

Downregulated genes showed a significant decrease in H4K12ac binding at the TSS while upregulated ones were not affected both at 2 weeks (Fig. 6C,D) and 6 weeks (Supplementary Figure S6) after induction. The significant overlap between the TIP60-deficient and CK-p25 overexpressing mouse lines corroborates our TIP60 transcriptomics data as well as our histological evidence for a role of TIP60 in neurodegeneration.

### *Tip60* cKO mice exhibit memory impairment and behavioral abnormalities

In keeping with the findings that KATs are involved in learning and memory, we sought to assess memory function in *Tip60* cKO mice using behavioral analysis. We noticed that *Tip60* cKO mice were “jumpy”, sometimes showed limb clasping (Figure S7) and sporadic seizures. These abnormalities as well as the significant neuronal loss we observed in aging *Tip60* cKO mice prevented reliable behavioral testing beyond two months after *Tip60* deletion. Therefore, we conducted our behavioral experiments between 3 to 6 weeks after *Tip60* deletion. *Tip60* cKO mice performed significantly worse than controls in both the short-term and long-term test of object recognition memory (Fig. 7A; p < 0.05). When tested for spatial memory in the Morris water maze, there was no significant difference between the genotypes regarding the escape latency during the 10 days of training (Fig. 7B; p = 0.4771). *Tip60* cKO mice showed trends for increased escape latency during the learning trials and for decreased time spent in the target quadrant (Fig. 7C; p = 0.0021 controls, p = 0.0374 *Tip60* cKOs). However, these trends did not reach significance. Swim speed was comparable between control and TIP60-deficient animals (Figure S7). No changes were found in contextual fear conditioning as evident by comparable freezing levels between genotypes (Figure S7; p = 0.4186). In the open field test *Tip60* cKOs and controls spent a comparable amount of time in the center of the arena (Figure S7; p = 0.5292). Also the distance travelled (p = 0.1093) and the speed (p = 0.1085) were comparable between genotypes (Figure S7). When tested in the elevated plus maze *Tip60* cKO mice spent significantly more time in the open arms, indicating an anxiolytic effect of TIP60-deficiency (Figure S7, p < 0.01).

**Figure 7:**
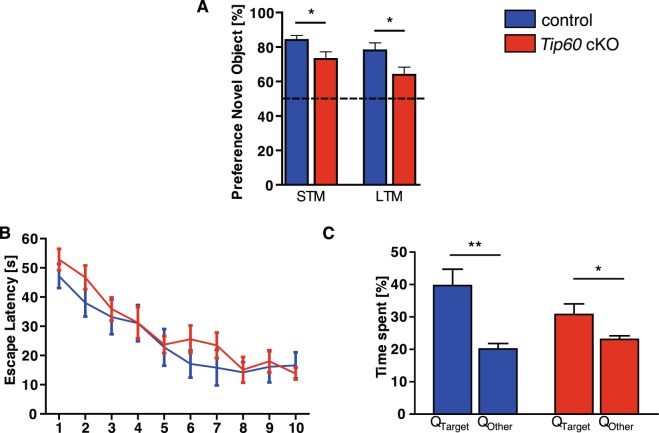
TIP60-deficient mice show modest memory impairment. (**A**) Novel object recognition. *Tip60* cKO mice showed significantly less preference for the novel object than controls when tested 5 min (short-term memory test, STM) and 24 hours (long-term memory test, LTM) after training (*p < 0.05). Chance level is depicted by the dashed line. n = 9–11. (**B**) Morris water maze. Escape latency to find the hidden platform was not significantly different throughout the training days between *Tip60* cKO mice and controls (n = 9–11; repeated-measures two-way ANOVA, F_(1,18)_ = 0.5274, genotype effect p = 0.4771). (**C**) During probe test, both control and TIP60-deficient mice spent significantly more time in the target quadrant (Q_Target_), when compared to the other 3 quadrants (Q_Other_) (**p < 0.01, *p < 0.05). Error bars represent SEM.

## Discussion

The counteracting activities of KATs and KDACs determine the acetylation status of histone and non-histone proteins. A disturbed acetylation homeostasis causes transcriptional dysfunction and is implicated in age-associated learning impairment and in neurodegenerative diseases^4,12,38^. *Tip60* and *Gcn5* are the two most highly expressed KATs in CA1^14^. Little is known about the physiological function of TIP60 in the mammalian brain. We generated a conditional allele to delete *Tip60* in postmitotic excitatory neurons of the adult forebrain. Viable mutant mice made it possible, for the first time, to study the *in vivo* function of TIP60 in the mammalian hippocampus. In the present study we focus in particular on CA1, whose biochemical, molecular and cellular status was examined at defined time points after *Tip60* deletion. Within 10 days, no TIP60 protein was detected in mutant cells and acetylation of *Tip60* target histone H4K12 was reduced by 60% in these cells. 

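Across the TSSs of all 55413 annotated genes, the covered share of the window was 7.06 ± 1.56% in *Tip60* cKO and 8.94 ± 0.990% in control mice (SD, n = 5; exact permutation test, two-sided, p = 0.0556), a relative fall of 21.0%. For the 21938 protein-coding genes it was 12.5 ± 2.61% and 15.9 ± 1.59% (exact permutation p = 0.0397), a relative change of −21.3%. In percentage points the change was −3.39 at protein-coding genes and −5.85 at downregulated genes, and relative to the control level it was −17.8% at downregulated genes. The rank score was 27.0 ± 1.73 in *Tip60* cKO and 28.2 ± 0.726 in control mice over all genes (SD, n = 5; exact permutation p = 0.175) and 46.8 ± 2.12 and 48.5 ± 0.573 over protein-coding genes (exact permutation p = 0.0873). Relative to the control level it changed by −4.27% over all genes, by −3.53% over protein-coding genes and by −4.25% at downregulated genes. Over all genes the mean rank score is fixed by the share of TSSs with a peak, 32.2% in *Tip60* cKO and 33.9% in control mice. Its change there therefore only counts peaks that passed the threshold and is no benchmark for downregulated genes.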

ChIP-Seq results show that this reduction was most prominent in the TSS of genes downregulated in *Tip60* cKO. The CA1 transcriptome of mutant mice showed massive changes, indicating major transcriptional dysfunction. The magnitude of misregulation of gene expression in *Tip60* cKO mice exceeds by far all previously studied KAT loss of function mouse models. For example, deletion of *Gcn5* results in much fewer dysregulated genes representing pathways different from those seen in *Tip60* cKOs^14^. Knockouts of other KATs, such as p300 and CBP, also showed comparatively modest changes in transcription^39–42^.

GO analysis suggested that genes downregulated in *Tip60* cKOs mediate synaptic plasticity and learning and upregulated genes drive cell cycle re-entry and neuroinflammation. Several studies suggest that this combination of GO categories is a hallmark of neurodegeneration^11,43,44^. One model that has been extensively characterized in this context is the CK-p25 mouse^34–36^. After 6 weeks of p25 induction these mice show progressive neuronal death in the hippocampus, accompanied by astrogliosis^34,35^. They also show reduced H4K12 acetylation at neuroplasticity genes^12^. When we compared the differentially expressed genes for the *Tip60* cKO model with those of the CK-p25 model of neurodegeneration we found a significant overlap between both the up- and the downregulated genes. When these overlapping genes were subjected to GO categorization, we found many of the same GO categories that had emerged from the GO analysis of the differentially regulated genes of the *Tip60* cKO model. These crosswise comparisons support the existence of a neurodegeneration-related signature in *Tip60* cKOs, already shortly after *Tip60* deletion, and prior to any cellular and morphological changes. 

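Of the genes downregulated in both *Tip60* cKO and CK-p25 mice after 2 weeks of induction, 331 had an H4K12ac peak at the TSS in at least 1 list, and the mean rank score was lower in *Tip60* cKO mice at 211 of them (63.7%) and higher at 120. After 6 weeks, 426 of 653 genes (65.2%) were lower and 227 higher. Among the genes upregulated in both models, 53.9% were lower at 2 weeks and 47.1% at 6 weeks. Every *Tip60* cKO library was below every control library at 7 of the 331 genes (2.11%) and at 17 of the 653 (2.60%), and above every control library at 6 and at 10 genes, where chance gives 0.397% in each direction, so few single genes were separated completely.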

We could further show that for the overlapping downregulated genes promoter-associated H4K12 was almost exclusively hypoacetylated, implicating a direct involvement of this histone mark in the observed gene expression signature. Of note, *Hdac2*, which counteracts TIP60-mediated acetylation of histone H4, is upregulated in CK-p25 mice^12^ but unchanged in *Tip60* cKOs and leads to the downregulation of neuroplasticity-related genes via an epigenetic blockade of acetylation of several histones including H4K12ac^12^. This data together with the TIP60 data presented here, strongly supports the idea that the balance between HDAC2 and TIP60 activities mediates H4K12ac-dependent expression of neuronal plasticity-related genes. Shifting this equilibrium between HDAC2 and TIP60 activity, as occurs in Tip60 cKOs, appears to compromise acetylation homeostasis thereby jeopardizing long-term neuronal survival.

Indeed, in *Tip60* cKO mice the transcriptional dysfunction presages a neurodegeneration phenotype. Beginning at 3 weeks after *Tip60* deletion, cleaved Caspase 3 and Fractin signals emerged in medial sections throughout CA1, especially in the *stratum radiatum* and *stratum oriens*. By 3 months, Caspase 3 and Fractin signals had massively spread in a medial to lateral direction. Other studies have previously shown that Caspase 3 activity is present in synaptic and dendritic degenerative processes^25,45,46^. At 9 months, the thickness of *Tip60* cKO CA1 stratae was half from that seen in controls and there was massive neuronal inflammation. No other KAT-deficiency mouse model displays such a neurodegenerative phenotype.

*Tip60* cKO mice exhibited, by 3–6 weeks after gene deletion, and prior to any substantial neuronal loss, a significant impairment in object recognition memory. Other forms of memory were not significantly affected. Interestingly, mouse models with conditional loss of other KATs such as CBP also exhibit impaired object recognition memory, while spatial learning in the Morris water maze was reported to be impaired only in some but not all studies of these mice^8,39,47^. Loss of GCN5 causes a very robust impairment in spatial learning while novel object recognition is rather mildly impaired^14^.

The present study focused on gene classes whose expression is associated with the TIP60-mediated acetylation of H4K12. However, TIP60 also has non-histone targets and can act as a transcriptional co-repressor (reviewed in ref.^21^). Its widespread effects on transcriptional regulation are highlighted by studies in other model organisms. TIP60 is the only essential HAT in yeast^48,49^ and forms a highly interconnected hub of transcriptional regulation^50,51^. Moreover, Lehner *et al*.^50^ identified *Tip60* as one of six genes in *C. elegans* that are highly conserved and modulate diverse signaling pathways. A genome-wide binding study carried out by Ravens *et al*.^52^ suggests that the TIP60 complex functions as a global transcriptional co-activator at the majority of active Pol II promoters and also acts on a subset of enhancers in ES cells. Altogether, these data as well as our own study emphasize that TIP60 has broad control over many cellular processes and does so by affecting transcription. Its loss in excitatory neurons of the brain evokes a disturbance of the acetylation homeostasis, concomitant with the downregulation of neuronal plasticity-related genes, eventually leading to substantial neurodegeneration in the hippocampus.

## Methods

### Animals and treatment

A conditional *Tip60* allele was generated using standard recombineering methods resulting in the targeted allele shown in Fig. 1A. In short, a 15.7 kb fragment of *Tip60* genomic DNA was cloned from a BAC clone (bMQ-331N14, Sanger Institute) into a targeting vector carrying a Pol2-DTA cassette for negative selection. The first loxP site was inserted 637 bp upstream of the *Tip60* ATG. The second loxP site together with a FRT-flanked PGK-neo cassette was inserted 3,065 bp downstream of the ATG. The 5′ end of the homologous arm of the targeting vector was 4.5 kb and the 3′ end of the homologous arm was 7.6 kb. ES cell targeting and generation of *Tip60*^*fl/+*^ founder mice was commissioned to PolyGene Transgenics (Switzerland). The FRT-flanked PGK-neo selection cassette was removed by crossing mice with a Flippase expressing deleter line^53^. Primers for genotyping were 5′-TCAGAAGATGCACCTTCTGCTGG-3′ (I), 5′-GGAAGGTTCAAAATTCCAGTAGGC-3′ (II), and 5′-TGCTTCCGCTTCCTGAATGCTG-3′ (III) and product sizes were 331 bp for the wild type, 429 bp for the floxed, and 487 bp for the KO allele. The tamoxifen-inducible *CaMKCreER*^*T2*^ mouse line [Tg(Camk2a-Cre/ERT2)2/Gsc, EM:02125; ref.^24^] was used as a driver. Mice hemizygous for the *CaMKCreER*^*T2*^ transgene (under a C57BL/6 N background) were crossed to *Tip60*^*f/f*^ mice in a C57BL/6 N background to obtain *Tip60* cKO experimental animals and controls. Mice were housed under standard conditions with food and water *ad libitum*. Littermates harboring floxed *Tip60* alleles but negative for the CRE-driver served as controls. Both *Tip60* cKO and control animals of either sex were tamoxifen-injected between 8 and 10 weeks of age. Tamoxifen (T5648, Sigma) was dissolved in corn oil (C8267, Sigma) on a rotating wheel at 37 °C for 6 hours. The stock concentration was 20 mg/ml and mice received 100 µl twice daily via i.p. injections for five consecutive days. All experiments were approved by the Lower Saxony State Office for Consumer Protection and Food Safety (LAVES) and performed in accordance with the German Law of Animal Welfare.

### Antibody production

A custom TIP60-specific antibody (TIP60P4) was generated using a peptide comprising the last 15 amino acids of the TIP60 C-terminus (Immunoglobe Antikörpertechnik GmbH, Himmelstadt, Germany). A tandem purification strategy was employed, which included a first purification using the immunization peptide, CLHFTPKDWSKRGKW, amidated at the C-terminal end. The flow-through of this first purification was then purified using a shorter version of the immunization peptide, SKRGKW. The tandem-purified antibody was specific and sufficiently sensitive to detect endogenous TIP60 in cryosections of mouse brain.

### Immunohistochemistry (IHC) and deletion efficiency analysis

Mice were sacrificed by cervical dislocation and freshly dissected brains were frozen in OCT and cryosectioned sagittally at 10 µm. Sections were transferred to Superfrost slides and stored at −20 °C until further use. Sections were thawed for 10 min at room temperature (RT) and then fixed in 4% PFA for 20 min. Next, they were washed 3 times in 1x PBS, incubated in 0.25% Triton in 1x PBS for 15 min and then in blocking reagent (5% BSA, 1% normal goat serum in 1x PBS) for 1 hour at RT, followed by a single wash in 1x PBS for 10 min. Primary antibody incubation was performed in blocking reagent at 4 °C overnight. Antibodies used were Synaptophysin (101004, 1:500), IBA1 (234003, 1:1000), MAP2 (188004, 1:500), from Synaptic Systems, NeuN (MAB377, 1:100), Fractin (AB3150, 1:500), Acetyl-Histone H4K12 (17-10121, 1:1000) from Millipore, GFAP (4674, 1:500) from abcam, H4ac (39967, 1:1000) from Active Motif, cleaved Caspase 3 (9661, 1:600) from Cell Signaling, TIP60P4 (custom-made, 1:25, see above) and TIP60 C-7 (sc-166323, 1:100) from Santa Cruz. The next day, sections were washed 3 times in 1x PBS for 10 min and incubated with Alexa-conjugated secondary antibodies (Invitrogen) diluted 1:500 in blocking reagent for 1 hour at RT. Sections were washed again 3 times in 1x PBS for 10 min and coverslipped in Vectashield Antifade Mounting Medium with DAPI (Vector) or ProLong Gold Antifade Mountant with DAPI (Invitrogen). Images were captured using an inverted microscope (Leica DMI6000B). For deletion efficiency analysis, composite images of the hippocampus of *Tip60* cKO mice were used. The total number of cells in the principal cell layer of each subregion was determined by quantifying the number of DAPI-stained nuclei using Cell Profiler^54^. For the CA2 region the number of DAPI-stained nuclei was counted manually. Residual TIP60 wild-type cells were detected using TIP60P4 antibody, quantified manually and normalized to the total cell number in each principal cell layer.

### Quantification of histone acetylation

Cell Profiler^54^ or custom-made software (available at GitHub: https://github.com/epicodic/cell_label_tool) was used to quantify the mean gray value. The median pixel intensity across the image was subtracted in order to correct for background.

### Behavior

Only male mice were used for behavioral testing. Tests for Open field and Morris water maze were completed within 3–4 weeks after tamoxifen injections. Novel Object recognition was performed at 4–5 weeks and contextual fear conditioning as well as the elevated plus maze at 5–6 weeks after injections.

#### Open field and novel object recognition

A grey plastic box served as the testing arena for both open field and novel object recognition tests. For the open field test the relative time spent in the center of the testing arena was quantified. For novel object recognition, the mice were exposed to the testing arena for 5 min on the first day. On the next day they were habituated to two white boxes for 5 min. Short-term memory (STM) testing took place on the third day. The mice were first introduced to two black cubes, which they were left to explore for 5 min. The following 5 min they spent in their home cages and were then reintroduced to the testing arena, where one black cube was now exchanged for a stone. For long-term memory (LTM) testing, the mice were introduced to one black cube and a blue screw cap 24 hours later. As a readout of memory performance the relative exploration time of the novel object, i.e., stone (STM) or blue screw cap (LTM), was used.

#### Contextual fear conditioning

To test associative learning mice were placed into a box. After 3 min of exploration, an electrical foot shock (0.7 mA, 2 s) was delivered through the grid floor and the mice removed from the box after another 30 s. 24 hours later, the mice were reintroduced to the box and freezing was measured for 3 min.

#### Elevated plus maze

Mice were placed into the center of the plus maze, which consisted of two arms with walls (“closed”) and two arms without any boundaries (“open”), and were allowed to explore for 5 min. The relative time spent in the open arms was quantified.

#### Morris water maze

A platform was hidden in a circular pool filled with opaque water. The test was performed on 10 consecutive days consisting of 4 training sessions each. At each session, mice were introduced into the pool and left to search for the platform for 60 s. If unsuccessful within the time limit, they were gently guided to the platform. Probe test (without the platform) was carried out 24 hours after the last training session.

### Microdissection and RNA isolation followed by deep sequencing

Microdissection of the dorsal CA1 region (modified from ref.^55^) was performed in ice-cold 1x PBS under a binocular (Leica). Samples from both hemispheres were pooled and transferred into RNALater (Ambion). RNA isolation and deep sequencing were performed at the Transcriptome Analysis Lab (TAL, Göttingen, Germany). Total RNA was isolated using TRIzol (Invitrogen) and nucleic acid quantity, quality and purity were determined using a NanoDrop spectrophotometer and a 2100 Bioanalyzer. Library preparation (starting from 1 μg of total RNA), sequencing and raw data analysis was performed as described previously^56^. Reads were aligned to mouse genome *Mus musculus* mm10 and counted using FeaturesCount (http://bioinf.wehi.edu.au/featureCounts/) as described previously^57^. PCA plots were created and differential expression, including the p-value adjustment, was performed using DESeq. 2 package of Bioconductor^58^. Raw data (fastq files) for gene expression in CK-p25 mice was obtained from GSE65159^36^ and subjected to the same procedures.

### Transcription factor enrichment analysis

Transcription factor enrichment analysis was performed using ToppGene (https://toppgene.cchmc.org/enrichment.jsp). From the output the section “11. Transcription Factor Binding Site” was selected.

### *In situ* hybridization (ISH)

ISH was performed as described previously^59^. Probes used are listed in Supplementary Methods.

### Real-time qPCR

RNA was reverse transcribed using the Quantitect Reverse Transcription Kit (Qiagen). qPCR using SYBR green (Biorad) was performed for 41 cycles (10 s at 95 °C, 25 s at 60 °C, 20 s at 72 °C) using the CFX96 Real-Time PCR Detection System (Biorad). Each sample was used in duplicate and *Gapdh* was taken for normalization^60^. Primers are listed in Supplementary Methods.

### Chromatin immunoprecipitation (ChIP) from FACS-sorted nuclei

ChIP-Sequencing from neuronal nuclei sorted by FACS was performed as described previously^61^ with minor modifications. Whole hippocampal tissue was used. Input chromatin (50 ng) was isolated from every sample and was later pooled. Library preparation was performed using NEBNext Ultra DNA Library Prep Kit for Illumina (NEB). Libraries were measured in Qubit and Agilent 2100 Bioanalyzer.

Base calling, fastq conversion and quality control were performed as previously described^57,61,62^. The reads were mapped to mouse reference genome (Mus musculus mm10) with STAR aligner v2.3.010. PCR duplicates were removed from each BAM file using rmdup function of samtools^63^. Replicates from the same group were merged into a single BAM file using the merge function of samtools^63^. Profile plots of H4K12ac were created using the merged BAM files from immunoprecipitated samples and input with NGSPlot with non-default parameters^64^. For differential binding analysis we first performed peak calling using MACS213 with q < 0.1. Then the differential binding analysis was performed with the BAM files and peaks for each sample using DiffBind package of Bioconductor with an in-built DESEQ. 2 option^65^.

### Functional enrichment analysis

Enrichment of functional GO categories was performed using topGO package of Bioconductor, using the weighted analysis option in order to avoid documenting broad and redundant categories (Alexa and Rahnenfuhrer, 2016). GO categories with a weighted p-value below 0.001 were considered significant.

### Rank-Rank hypergeometric overlap

The RRHO package of Bioconductor was used to detect the extent and significance of overlap between dysregulation in Tip60 cKO and CK-p25 mice^37^. One-sided enrichment tests were implemented with default step size and p-values were corrected for multiple testing using Benjamini-Yekutieli method. Moreover, the significance of the overlaps was additionally tested against 1000 permutations.

### Statistical analysis

Student’s t test was used unless indicated otherwise. Error bars in graphs represent SEM.

## Supplementary information

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

## Data Availability

The datasets generated and analyzed during the current study are available from the NCBI Gene Expression Omnibus (GEO) repository: GSE139298 (RNA-Seq) and GSE138830 (ChIP-Seq). Availability of custom polyclonal TIP60P4 antibody is restricted due to limited amounts produced.

How the deposited data were processed for this re-analysis (not part of the article)

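H4K12ac ChIP-Seq was performed on FACS-sorted neuronal nuclei of the whole hippocampus of 5 *Tip60* cKO and 5 control mice at day 10 after tamoxifen, with 1 pooled input library per genotype. The authors mapped the reads with STAR to mm10, removed PCR duplicates with samtools and called peaks per library with MACS 2.1.0.20140616 at a q threshold of 0.1. The paper then merged replicates for profile plots and used DiffBind with DESeq on reads for differential binding. Neither step was repeated here, since peaks and not reads were used here.

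The files list each peak with 4 values that the authors obtained from MACS. The deposited pileup is a coverage signal, the height of overlapping fragments at the summit. The deposited fold enrichment is the ratio of this height to the local background expected from the input of the same genotype, with 1 added to both. The p-value and q-value of each peak are given by the authors as −log10 values against that background. The background was taken by MACS as the largest of the genome-wide level and the levels in windows of 1 and 10 kb. No column of another sample was used.

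Between 22864189 and 37923809 tags per library entered peak calling, and the number and length of peaks that pass a threshold grow with this depth. Since the lists hold no counts per region, no counting error is given for single peaks, and the precision is the spread between 5 mice per genotype. A region without a peak was below the threshold at the depth of that library, which does not show that acetylation was absent. Fragment lengths estimated by MACS were 195 ± 12.2 bp in *Tip60* cKO and 204 ± 7.19 bp in control libraries (SD, n = 5).

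TSSs, genes and transcripts were taken from GENCODE release M21 on GRCm38, which is the build mm10 of the peak lists. The TSS of a gene was its annotated 5′ end, and windows of 2 kb on either side were used as in the paper. A peak counted in a window when at least 1 base overlapped. Gene lists were read from Table S1 (adjusted p-value below 0.05 and more than 2-fold change, or 1.2-fold as an alternative) and Table S4, and promoter regions from Table S3. Tables S1 and S3 were used only in part. Of the 168 downregulated genes in Table S1 all were used that the annotation holds, and 250 upregulated genes.

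Consensus regions were merged peaks of all 10 lists with a peak in at least 2 lists (144701 of 257154 merged regions). Each region received, in each library, the percent rank of its strongest peak by fold enrichment, or 0 without a peak. These scores were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with an adjusted p-value below 0.05 by Benjamini and Hochberg, over consensus, promoter and distal regions separately. The other comparisons of genotypes used 1 value per mouse, or for the separation of the peak lists the Jaccard index of each pair of lists, and a two-sided exact permutation test of 5 against 5 mice (252 assignments, smallest p 0.00794), computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The basal level was compared within the control mice by an exact sign-flip test over 5 mice and by 100000 permutations of the genes. As all mice of a genotype share 1 input library, no comparison of genotypes separates the genotype from its input. Benjamini-Hochberg adjustment over the 14 comparisons of genotypes is given beside the p-values. As the smallest p is 0.00794, a single comparison among 14 or 20 cannot get below 0.05 after adjustment, so an adjusted p above it does not speak against a difference.

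The limma step was tested on simulated rank scores of 20000 regions, of which 200 were changed. Without any changed region no region was called. With changes of 30, 60 and 90 in rank score, 12.5, 30.0 and 61.0% of the changed regions were called, all in the right direction. Of 227 calls in all simulations 20 were false (8.81%), more than the threshold of 5% allows, and the criteria of this check were loosened 2 times to accept that result. The simulated scores were not bounded to the range from 0 to 100. Calls of limma in these data may therefore hold more false calls than their adjusted p-values state, and the simulation cannot tell how many. A mean-dependent robust prior was added as an alternative afterwards.

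Samples were grouped by the genotype in their labels, and the replicate numbers of both genotypes run from 1 to 5. Same-numbered mice are different animals, and the paper does not describe them as pairs. The sequencing lane was taken from the names of the deposited files. Labels and paper differ in the strain, the sex of the mice and the version of the library kit, none of which entered a comparison.

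The alternatives fixed before the data were examined were peaks with q below 0.01, the same number of peaks per library (the 64245 strongest), ranking by pileup, windows of 1 kb, regions in at least 5 or in all 10 lists, the presence of a peak in at least 4 more libraries of one genotype, fold enrichment relative to the median of the library, all transcripts of a gene, the 1.2-fold gene lists, each library left out, the replicate number as a block, and the lanes separately or as a covariate. Genes to be named were also fixed in advance. They are the first 10 genes of Table S3, *Kat5*, *Camk2a*, *E2f1*, *Lin7b* and *Hdac2*, and the 3 promoter regions with the smallest p-value in each direction.

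H4K12ac at learning-related and DNA replication-related genes (Fig. 5H,I) and the gene ontology categories (Fig. 5C) were not analysed here, because the gene sets were not used here. RNA-Seq, histology and immunofluorescence were not analysed here.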

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

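The tests on the numbers of regions called under other splits of the mice were fixed before their results were seen, and the test on chromosome Y was chosen only after the result was seen.

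Among 38 groups of 5 mice examined for a value far from the others, 4 were found, where chance gives about 1.9. In *Tip60* cKO mouse 5 the coverage of downregulated minus that of upregulated genes was 10.5 percentage points, against 14.7 to 16.3 in the other *Tip60* cKO mice, and the gene body rank score of downregulated genes was 45.6, against 53.5 to 56.6. This library had the fewest tags (22864189) and the shortest list (64245 peaks). When every library was reduced to 64245 peaks, the coverage difference between the genotypes became −2.82 percentage points against −2.76 with all peaks, and the gene body difference became −0.147 against −1.74. The length of the list could therefore account for most of the gene body difference, while the number of peaks does not account for the difference in coverage between the lists of genes. Equal numbers do not make the peaks equally long, so an effect of depth through the length of peaks is not excluded. No biological explanation for a single mouse was tested.

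On chromosome Y, *Tip60* cKO mouse 2 had 64 peaks and control mouse 2 had 68, against 1 to 6 in the other mice. A difference in the Y chromosome itself would place peaks on the part that the X chromosome does not share, and 0 peaks of these 2 libraries lay below 90 Mb on chromosome Y, where the first began at 90717545. The other 8 libraries had 0 peaks there as well, and 0 of 4 genes of this part had a peak at the TSS in any library, so the test does not decide on the Y chromosome. Beyond 169.9 Mb on the X chromosome the same libraries had 34 and 28 peaks, against 2 to 8 in the others. All chromosome Y peaks thus lie at the end of the chromosome, and the mice differ at the end of X as well. The libraries share a replicate number and lane 7, but so do other pairs on that lane, and no explanation for the pair was tested further. The genotype does not separate these libraries from the others, since 1 mouse of each is affected.

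The paper reports promoter regions. Outside promoters, among 117187 distal consensus regions, 587 were lower and 109 were higher in *Tip60* cKO mice (limma, adjusted over these regions, adjusted p below 0.05), and 10157 and 4550 at an unadjusted p below 0.05. The lower region with the smallest p lay in *Ccdc148* (chromosome 2, 58830380 to 58830812), with a rank score of 89.3 ± 3.60 in control mice (SD, n = 5) and no peak in *Tip60* cKO mice, and the first higher one lay in *Map7d1* (chromosome 4, 126250636 to 126251178), with 81.8 ± 6.60 in *Tip60* cKO mice and no peak in controls. These regions were chosen after their values were seen. Of the 16 splits that separate all same-numbered mice, 1 gave as many calls, the real split, and the largest other number was 142, against 696. These 16 splits cannot give a share below 0.063, so this comparison does not decide by itself. Among 100 splits drawn from all splits into groups of 5, which also keep same-numbered mice together, only the real one gave as many calls, and the largest other number was 234. The direction depended on the processing. With the same number of peaks per library 291 distal regions were lower and 188 higher, among regions with a peak in all lists 64 were lower and 122 higher, and with the robust prior, chosen after the data were seen, 18 were lower and 26 higher. The inputs of the genotypes differed, and each was used for all mice of its genotype, so a difference between genotypes cannot be told apart from a difference between the inputs in regions that only pass the threshold in a single genotype.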

How the results depend on the processing

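The alternatives were fixed before the data were examined, except limma's robust prior, which was chosen after seeing the data. In all, 387 values of 22 results were recomputed. Of these, 43 come from designs whose smallest p is above 0.05 (the replicate block with 5 pairs, 0.063, and the exact test within lane 7, 0.1, or lane 8, 0.333), so they cannot show that a result passes or is stable. Of the other 344, 279 kept their direction and their side of the threshold or stayed near the main count, 18 no longer passed 0.05, 8 newly passed it, 34 counts moved and 5 reversed. For the number of peaks the same number of peaks per library was not run, since it fixes the result. The number of peaks, the covered length, gene body coverage, the share of Table S3 regions that moved in the paper's direction and the basal difference kept their direction and side of the threshold under every alternative run, and the last stayed between 17.9 and 29.8. The separation of the peak lists kept its direction throughout, and its side of the threshold wherever it was tested except under the replicate block. Within the lanes it was not tested (0.0340 in lane 7 and 0.0325 in lane 8). The cause was not tested for any of the changes below.

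For TSS coverage of downregulated genes, the difference ran from −7.18 to −3.69 percentage points across the 10 fits that each left out 1 mouse, and 7 of them had an exact p above 0.05. For their rank score the range was −3.65 to −2.45, with 6 above 0.05, and the difference was −2.64 with all transcripts (exact permutation p = 0.0556). The coverage of upregulated genes passed 0.05 with the same number of peaks (−2.57) and with genes changed more than 1.2-fold (−4.78). It also passed without *Tip60* cKO mouse 1 (−3.90) and without control mouse 4 (−3.85), and it ran from −3.90 to −1.88 with a mouse left out. With the 1.2-fold lists the larger loss of coverage in downregulated genes was −2.04 percentage points and no longer passed. The rank score change of downregulated relative to upregulated genes passed 0.05 with windows of 1 kb (−2.16) and with fold enrichment over the median of the library (−0.104, in units of that median). For upregulated genes the rank score difference ran from −1.84 to 0.743 with a mouse left out, and for gene bodies from −2.63 to 0.122, reversing in both without *Tip60* cKO mouse 5.

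For genes downregulated in *Tip60* cKO and CK-p25 mice at 2 weeks, the difference ran from −2.21 to −1.11 with a mouse left out, and 3 of these 10 fits no longer passed 0.05. For those upregulated at 2 weeks it passed 0.05 with the same number of peaks (−2.33) and without *Tip60* cKO mouse 1 (−4.22), and ran from −4.22 to −1.60 with a mouse left out. At 6 weeks the upregulated genes reversed with the same number of peaks (0.608), within lane 7 (0.168) and with fold enrichment over the median (0.00186), and the range with a mouse left out was −1.41 to 1.12.

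Within lane 7 and lane 8 respectively, the differences that passed 0.05 over all mice were −3.96 and −8.70 for coverage of downregulated genes, −1.95 and −3.98 for their coverage relative to upregulated genes, −1.95 and −4.63 for their rank score, −1.12 and −2.76 for genes downregulated in both models at 2 weeks, and −2.19 and −3.13 at 6 weeks. All kept their direction, and the difference was larger within lane 8, which holds *Tip60* cKO mouse 5.

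The replicate numbers do not pair the mice. Deviations from the genotype means over consensus regions correlated by 0.00358 between same-numbered mice (−0.0103 to 0.0229 over 5 pairs) and by −0.00089 between others. With the replicate number as a block, the differences are by construction those without it, −5.85 and −2.76 percentage points for coverage of downregulated genes alone and relative to upregulated genes, −3.02 for their rank score, −1.78 and −2.57 for the genes downregulated in both models at 2 and 6 weeks, and 0.0339 for the separation of the lists, and each p is 0.063, the smallest that 5 pairs allow. For upregulated genes the block gives −3.09 and −0.738, and for the other comparisons likewise the values without it. With the block in limma, 232 consensus regions were lower and 29 higher, and 19 promoter regions were lower and 1 was higher. All of the latter were among those called without the block. As the numbers do not pair the mice, a call lost under the block is not read as a weaker effect.

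The numbers of regions called by limma moved under 7 of 19 alternatives for lower and 9 of 19 for higher consensus regions, and under 5 of 20 for lower and 12 of 20 for higher promoter regions. Of consensus regions 687 were lower and 125 higher, and of promoter regions 98 and 15. With the same number of peaks per library these became 392 and 242, and 100 and 53. With ranking by pileup, 568 and 61 consensus regions and 77 and 7 promoter regions were called. In regions present in at least 5 lists the numbers were 1063 and 531, and 161 and 77, and in regions with a peak in all lists 172 and 202, and 124 and 85. Presence in at least 4 more libraries of one genotype gave 3282 and 720, and 461 and 105. The robust prior gave 201 and 116, and 384 and 139. With a mouse left out, lower consensus regions ran from 678 to 1282 and higher ones from 144 to 434, and lower promoter regions from 92 to 174 and higher ones from 15 to 55. The share of called promoter regions that were lower was 86.7%, and it was 65.4% with the same number of peaks, 67.6% in regions present in at least 5 lists, 59.3% in regions with a peak in all lists, 73.4% with the robust prior and 62.6% without *Tip60* cKO mouse 5. For consensus regions it was 84.6%, and in the same order 61.8, 66.7, 46.0, 63.4 and 61.0%. The majority of called promoter regions was lower in each of these settings, while among consensus regions with a peak in all lists the majority was higher. The number of downregulated genes lower at the promoter was 97 of 167 and, with genes changed more than 1.2-fold, 761 of 1258.

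Depth limits these results through the lists. *Tip60* cKO mouse 5 had the fewest tags, and a region missing from its list was not detectable at that depth. Settings with the same number of peaks lower this difference between libraries but leave out the weaker peaks of the deeper ones.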

Differences from the paper's values

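The paper's Table S3 holds 2769 promoter regions with decreased H4K12ac in *Tip60* cKO mice, and 98 were called here from the peak lists. For increased H4K12ac the paper's number is about 370 in Fig. 5B, read by eye, and 15 were called here. None of the alternatives set before the data were examined closed either gap. The largest numbers came from counting regions with a peak in at least 4 more libraries of one genotype, with 461 lower and 105 higher promoter regions, and the others gave 19 to 174 lower and 1 to 85 higher regions. The robust prior, chosen after seeing the data, gave 384 and 139.

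The paper describes the promoters of downregulated genes as highly uniform in their difference (Fig. 5D). Here 97 of 147 genes with a peak (66.0%) had a lower rank score in *Tip60* cKO mice. The paper's figure shows average levels, while ranks remove much of a loss that promoters share. A promoter can lose H4K12ac without a fall in rank, so this share does not contradict the paper.

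For genes downregulated in both *Tip60* cKO and CK-p25 mice, the paper states that promoters were hypoacetylated almost without exception. Here, of the genes with a peak in at least 1 list, 63.7% at 2 weeks and 65.2% at 6 weeks had a lower rank score, and the rest of them a higher one. A rank can rise where the level falls, so these shares do not contradict the paper either.

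The paper states that upregulated genes were not affected. Only 250 of these genes, those with the smallest adjusted p-values, were used here. Their TSS coverage fell by 19.4% of the control level (exact permutation p = 0.0794). The difference passed 0.05 with the same number of peaks per library (−2.57 percentage points) and with 698 genes upregulated more than 1.2-fold (−4.78). In rank score no such change was found (exact permutation p = 0.738).

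The paper states that the reduction was most prominent at the TSSs of downregulated genes. As a share of the control level, coverage fell by 17.8% at these genes and by 21.0% over all annotated genes, while in percentage points it fell by 5.85 at downregulated and by 1.88 over all genes. The rank score changed by −4.25% at downregulated, −4.27% over all, −3.53% over protein-coding and −1.64% at upregulated genes, and in points by −3.02, −1.20, −1.71 and −0.738. The rank score over all genes follows from the number of TSSs with a peak alone, so it does not bear on the paper's statement.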

Other observations

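Of the tests below, those on library size for TSS coverage, on other splits of the mice and on the background at *Camk2a* were fixed before the result was seen. All others were chosen only after the result was seen. The predictions on the background at *Camk2a* and at downregulated genes were written with the median of the library as the reference, and the tests used the genome-wide level and the autosomal TSSs instead.

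Fewer bases were covered at the TSSs of downregulated genes in *Tip60* cKO lists. If the smaller number of peaks of these mice were the cause, the difference should shrink with the same number of peaks per library, but 92.1% of it was left. The prediction written in advance would take this as evidence against library size. Equal numbers do not make the peaks equally long, however. Peaks were 409 ± 45.2 bp long on average in *Tip60* cKO and 464 ± 28.0 bp in control lists (SD, n = 5), and with equal numbers the covered length still differed by −6.79 Mb, against −12.5 Mb with all peaks. Shorter peaks in shallower libraries thus remain possible, and the test does not decide. If upregulated genes lost as many bases, the difference between the lists of genes would not pass, but its exact permutation p was 0.0159 (lower in 24 of 25 pairs of a *Tip60* cKO with a control mouse). If all TSSs lost the same share of what they had, the ratio of coverage in down- to that in upregulated genes would be alike in both genotypes, and its exact permutation p was 0.389. For these lists of genes a fall in proportion to the basal level is therefore not excluded. The larger loss at downregulated genes cannot be told apart from their higher starting level. The ratio was not tested over all TSSs, where coverage fell by 21.0%, against 17.8% at downregulated and 19.4% at upregulated genes.

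The rank score was lower at the same TSSs as well, by 4.25% of the control level. It was lower by 4.27% over all genes, where the mean rank score follows from the number of TSSs with a peak alone and is no benchmark. The fall at downregulated genes was larger than that over protein-coding genes (−3.53%) and that at upregulated genes (−1.64%). The change relative to upregulated genes had an exact permutation p of 0.151, of 0.0397 with windows of 1 kb, of 0.00794 with fold enrichment over the median of the library and of 0.619 with genes changed more than 1.2-fold. The background taken from the input, relative to that at autosomal TSSs of the same library, could lower it if it were higher there in *Tip60* cKO mice. At 114 TSSs of downregulated genes with a peak in at least 5 lists, this background was 0.996 times that of the controls, while the relative fold enrichment was 0.935 times that of the controls. The background was thus not the source at the TSSs examined, and TSSs with a peak in fewer lists were left out. With the same number of peaks per library the difference in rank score was −2.38 (exact permutation p = 0.0238), so list length alone was not the source. The difference over all peaks, −3.02 with an exact permutation p of 0.0476, had an adjusted p of 0.133 over 14 comparisons, where a single one cannot get below 0.05. Whether these TSSs lost more H4K12ac than others is therefore not settled here, and a loss at them is no more than a hypothesis, since the inputs differed in ways that this test covers only in part.

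Under other splits of the mice, fewer promoter and consensus regions were called. Of the 16 splits that separate all same-numbered mice, 1 gave as many called promoter regions (113 in the real split, at most 38 in another) and 1 gave as many consensus regions (812, at most 179 in another). For downregulated genes lower at the promoter, 2 of the 16 splits gave as many as 97 genes in 1 direction, the largest being 102, and 4 of the 100 drawn did. For Table S3, 1 of the 16 splits gave as many regions in the paper's direction (1398, at most 1275 in another), but these regions were selected on the same mice. The 16 splits cannot give a share below 0.063, so they do not decide by themselves. Among 100 splits drawn from all splits into groups of 5, which also keep same-numbered mice together, only the real one gave as many promoter, consensus or Table S3 regions (largest other numbers 44, 264 and 1299). The surplus of lower over higher promoter regions was also tested against list length. With the same number of peaks 65.4% of the called regions were lower, against 86.7% with all peaks, so the number of peaks alone did not give the surplus. In regions present in at least 5 lists, without shortening the lists, the share was 67.6%. How much of the surplus list length accounts for can therefore not be told.

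The input background was raised in *Tip60* cKO lists over 12 consecutive bins of 10 kb on chromosome 18, from 60.88 to 61 Mb, around *Camk2a*. Sorted by the ratio of the background in *Tip60* cKO to control lists, *Arsi* (2.17) and *Camk2a* (1.95) were positions 1 and 2 of 13810 protein-coding genes, whose median ratio was 0.966. The next were *Cenpe* (1.90) and *Gsdma* (1.88). These genes were chosen after their values were seen. If *Tip60* cKO mice carried further copies of the region, the relative background at *Camk2a* peaks should be raised over that of the controls, and it was 1.97 times as high. At *Arsi*, the nearest gene, it was 2.14 times, a value known before that test was chosen. The control mice lack the *CaMKCreER* T2 driver, so copies of this region that came with the driver are a candidate explanation. The extent of the transgene was not examined here. Further copies would raise the ChIP signal as well as the input. They could thus contribute to the higher H4K12ac that the paper lists at *Camk2a* and *Arsi*. Fold enrichment is already divided by this background, which should remove much of such an effect, and the rank score built on it was still higher in *Tip60* cKO mice at the region within *Camk2a* (94.8 against 83.1, exact permutation p = 0.00794). How much of this remainder the copies could still give was not tested. The paper selected the region on the same libraries, so its p-value is no independent test. By limma, 0 of the 125 consensus regions called higher lay within 100 kb of *Camk2a*. Peaks covered 47.7 ± 12.2% of *Camk2a* in *Tip60* cKO and 28.9 ± 8.81% in control mice (SD, n = 5; exact permutation p = 0.0238, adjusted over 6 genes 0.119).

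On the X chromosome, 17.6 ± 3.94% of the 948 protein-coding TSSs had a peak in *Tip60* cKO and 25.3 ± 2.66% in control mice (SD, n = 5; exact permutation p = 0.0159, adjusted over 20 chromosomes 0.247, where a single chromosome cannot get below 0.05 in this design), a change of −30.7%, while the 19 autosomes changed by −2.26 to −5.19%. The ratio of the X share to the autosomal share was 0.305 ± 0.0551 and 0.427 ± 0.0406 (exact permutation p = 0.00794). List length is not the source, since with the same number of peaks per library the exact permutation p was 0.00794. The inputs could be. Setting the background at X peaks of the control lists to at least its level in *Tip60* cKO lists lowered the control share by 0% of the gap. The *Tip60* cKO level was 0.993 times that of the controls, so nothing was raised and no fall could appear. The autosomal background, which differs between the inputs, was left out as well, so the test does not decide. The ratio of X to autosomal pileup was 0.520 ± 0.291 in *Tip60* cKO mice (SD, n = 5), from 0 to 0.667. In control mice it was 0.621 ± 0.0127, from 0.607 to 0.633. The difference of −0.101 (exact permutation p = 0.984) includes the value of 0, although every *Tip60* cKO list held X chromosome peaks (231 to 561). It thus rests on how that ratio was formed and does not decide on copy number either. The pattern cannot be told apart from a difference between the inputs.

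In control lists 90.6% of X chromosome peaks lay at the genome-wide background, and in *Tip60* cKO lists 93.1%, against 28.4 and 51.7% of autosomal peaks. A single X chromosome copy in both inputs would give this difference and may be the cause. The labels describe the mice as male, while the paper's methods name animals of either sex. Poor mappability of the X chromosome was not tested and remains.

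At the TSSs of other genes that the paper discusses for their expression, rank scores in *Tip60* cKO and control mice were 58.5 ± 32.8 and 42.4 ± 38.8 for *E2f1*, 84.4 ± 6.49 and 85.9 ± 2.80 for *Lin7b*, and 94.6 ± 2.41 and 90.8 ± 3.14 for *Hdac2* (SD, n = 5). The exact permutation p-values were 0.357, 0.659 and 0.0635, and 0.625, 0.718 and 0.222 after adjustment over 14 genes.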
